# Microglial ASD-related genes are involved in oligodendrocyte differentiation

**DOI:** 10.1038/s41598-021-97257-9

**Published:** 2021-09-08

**Authors:** Yuta Takanezawa, Shogo Tanabe, Daiki Kato, Rie Ozeki, Masayo Komoda, Tatsunori Suzuki, Hiroko Baba, Rieko Muramatsu

**Keywords:** Cellular neuroscience, Glial biology

## Abstract

Autism spectrum disorders (ASD) are associated with mutations of chromodomain-helicase DNA-binding protein 8 (Chd8) and tuberous sclerosis complex 2 (Tsc2). Although these ASD-related genes are detected in glial cells such as microglia, the effect of Chd8 or Tsc2 deficiency on microglial functions and microglia-mediated brain development remains unclear. In this study, we investigated the role of microglial Chd8 and Tsc2 in cytokine expression, phagocytosis activity, and neuro/gliogenesis from neural stem cells (NSCs) in vitro. Chd8 or Tsc2 knockdown in microglia reduced insulin-like growth factor-1(Igf1) expression under lipopolysaccharide (LPS) stimulation. In addition, phagocytosis activity was inhibited by Tsc2 deficiency, microglia-mediated oligodendrocyte development was inhibited, in particular, the differentiation of oligodendrocyte precursor cells to oligodendrocytes was prevented by Chd8 or Tsc2 deficiency. These results suggest that ASD-related gene expression in microglia is involved in oligodendrocyte differentiation, which may contribute to the white matter pathology relating to ASD.

## Introduction

Autism spectrum disorders (ASDs) are highly inherent neurodevelopmental disorders characterized by repetitive behaviors, restricted interest, and deficits in social interaction^1^. It has been reported that a large number of neurons, excessive synapses, and myelin abnormalities are observed in the brain of patients with ASD, indicating that developmental anatomical abnormalities are considered to be associated with ASD pathology^2–4^.

ASD is known to be closely associated with genetic variation. Recent studies have identified several genes that are frequently mutated in human ASD and have the potential to regulate the expression of other ASD-risk genes. For example, chromodomain-helicase DNA-binding protein 8 (Chd8), which is an ATP-dependent chromatin remodeling protein that controls epigenetic and transcript regulation^5^, represents one of the most high-risk susceptibility genes in ASD^5,6^. Missense, nonsense, and frameshift mutations have all been found in Chd8 alleles, and several missense mutations in Chd8 confer loss-of-function^7^. This is supported by the fact that Chd8-haploinsufficient mice showed behavioral abnormalities associated with ASD. In addition, Chd8 deficiency in oligodendrocytes leads to impaired oligodendrocyte development and hypomyelination^8,9^. Other genes related to ASD, such as Tsc2 (also known as Tuberin), which is a negative regulator of the mammalian target of rapamycin (mTOR) signaling by dephosphorylating Rheb, a G-protein which activates mTOR complex 1 (mTORC1)^10^. Tuberous sclerosis complex (TSC) is a genetic disease characterized by benign tumors, epilepsy, ASD, and loss of function of Tsc2 due to missense mutations in TSC patients^11^. Tsc2 haplodeficient mice also showed neurological deficits, including ASD-like behaviors, and Tsc2 conditional knockout mice showed hypomyelination in oligodendrocyte lineage cells^12,13^. Thus, loss of function of both Chd8 and Tsc2 are considered to be associated with ASD pathology and myelin abnormalities. Although the recent findings about the function of ASD-related genes have been mainly interpreted by neuronal changes, the role of ASD-related genes in glial cells that also express Chd8 and Tsc2 remains unclear.

Microglia are central nervous system (CNS) resident immune cells that play crucial roles in CNS homeostasis^14^. Microglia also contribute to brain development e.g., development of neurons and oligodendrocytes from the subventricular zone^15^, myelin formation in the neonatal brain^16^, and regulation of the number of neural precursor cells (NPCs) by promoting cell proliferation and/or engulfing cells^17,18^. In addition, microglia contribute to myelin development through phagocytosis of myelin sheaths and by interacting with oligodendrocyte lineage cells^19–23^. Recent studies demonstrated that activated microglia are observed in ASD patients, and microglia are associated with ASD pathogenesis and that the suppression of microglia activation attenuates ASD-like behaviors induced by valproate treatment^24–26^. Although microglia are involved in ASD pathogenesis and myelin abnormalities are observed in ASD patients, it remains unclear whether microglial dysfunction caused by the deficiency of ASD-related genes is associated with myelin pathology in ASD. These observations prompted us to investigate whether ASD-related genes in microglia are involved in neural development associated with ASD^27,28^.

In this study, we investigated the role of Chd8 and Tsc2 in microglial cells for cytokine expression, phagocytic activity, neuro/gliogenesis. Silencing Chd8 or Tsc2 expression in microglia altered insulin-like growth factor-1 (Igf1) mRNA expression in microglia following lipopolysaccharide (LPS) stimulation. Additionally, Tsc2 deficient microglia showed reduced phagocytic activity. NSCs co-cultured with microglia promoted oligodendrocyte development; however, Chd8 or Tsc2 knockdown in microglia prevented this microglia-mediated increased in oligodendrocyte differentiation. On the other hand, Chd8 or Tsc2 deficiency in microglia did not affect the differentiation of neurons and astrocytes from NSCs. Mice with Chd8 and Tsc2 knockdown in microglia show a reduced number of differentiating oligodendrocytes in the carpus callosum, anterior commissure, and striatum. These results indicate that Chd8 or Tsc2 in microglia may contribute to white matter pathology in ASD.

## Results

### Chd8 or Tsc2 was effectively down-regulated by siRNA treatment in primary microglia

To examine the role of ASD-related genes in microglia, we established gene knockdown experiments in primary microglia by siRNA treatment. Initially, we transduced fluorescent-labeled siRNA to primary microglia to determine the efficiency of siRNA transduction and measured the ratio of fluorescent-labeled CD11b^+^ microglia by flow cytometry analysis. The analyses revealed that 94.7% of CD11b^+^ microglia exhibited fluorescence, suggesting that siRNA was effectively transduced to primary microglia (Fig. 1a). The number of microglia was not affected by siRNA treatment, indicating that the treatment was not toxic for primary microglia (Fig. 1b). To down-regulate ASD-related genes in microglia, we transduced control siRNA, Chd8 siRNA or Tsc2 siRNA and examined the expression levels by quantitative RT-PCR after 3 days of transduction. Chd8 siRNA and Tsc2 siRNA effectively down-regulated Chd8 and Tsc2 expression in primary microglia, respectively (Fig. 1c,d). Notably, Gapdh was not affected by Chd8 or Tsc2 siRNA treatment (Fig. 1e). To examine whether Chd8 or Tsc2 deficiency in microglia affects cytokine expression levels, we performed quantitative RT-PCR in microglia after stimulating them with LPS for 6 h^29^. LPS stimulation strongly induced the expression of genes encoding tumor necrosis factor (Tnf), Il1b, Spp1, and reduced by half the expression of Igf1. Although Tnf, Il1b, Spp1 expression were not affected by siRNA treatment, Igf1 expression was reduced in both the Chd8 and Tsc2 siRNA treatment groups compared with the control siRNA treatment group (Fig. 1f–i). These results shows that deficiency in Chd8 or Tsc2 in microglia affects expression of Igf1, but not major pro-inflammatory cytokines.

**Figure 1:**
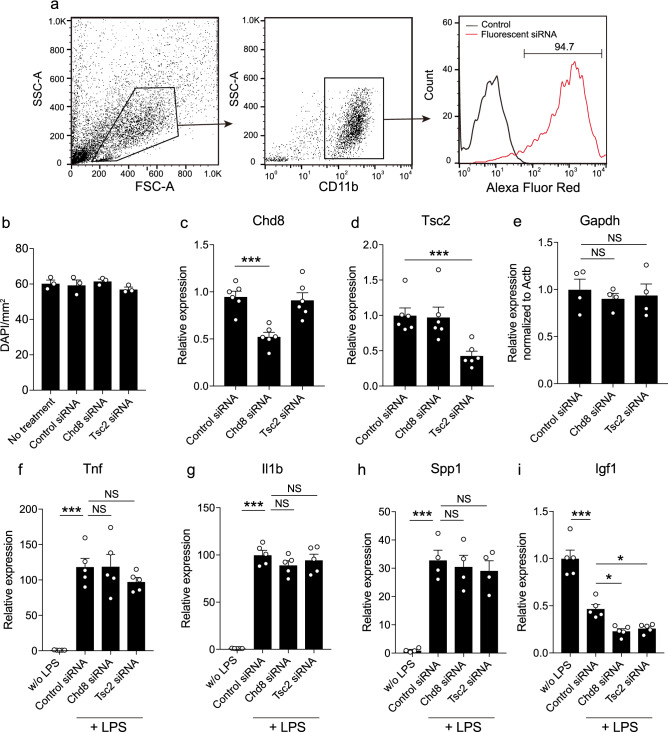
siRNA transduction reduced the expression of ASD-related genes in primary microglia. (**a**) Representative images show the gating strategy of flow cytometry analysis. Primary microglia were transduced red fluorescent siRNA and conducted flow cytometry analysis to confirm the siRNA transduction efficiency after 3 days of transduction. 94.7% of microglia represent red fluorescence. (**b**) A representative graph showing the number of microglia after 3 days of siRNA treatment. Primary microglia were stained with DAPI and observed under fluorescent microscopy (n = 3, biologically independent experiments, F (3.8) = 1.005, df = 8, *p* = 0.4390 for main effect of group assessed by one-way ANOVA). (**c**,**d**) Chd8 (**c**) and Tsc2 (**d**) mRNA expression levels were analyzed by quantitative RT-PCR in primary microglia treated with control siRNA, Chd8 siRNA and Tsc2 siRNA. Expression levels of Chd8 and Tsc2 were normalized to that of Gapdh (n = 6, *p* < 0.001 assessed by the one-way ANOVA, followed by Tukey–Kramer tests). (**e**) Gapdh expression levels were analyzed by quantitative RT-PCR by normalizing to Actb (n = 4, biologically independent experiments, F (2, 9) = 0.2393, df = 9, *p* = 0.7920 for main effect of group, *p* = 0.7789 for control siRNA vs. Chd8 siRNA, *p* = 0.9012 for control siRNA vs. Tsc2 siRNA assessed by the one-way ANOVA, followed by Tukey–Kramer tests). (**f**–**i**) mRNA expression levels of Tnf (**f**; n = 5, biologically independent experiments, F (3,16) = 27.19, df = 16, *p* < 0.001 for main effect of group, *p* < 0.001 for w/o LPS vs. control siRNA, *p* > 0.9999 for control siRNA vs. Chd8 siRNA, *p* = 0.5328 for control siRNA vs Tsc2 siRNA), Il1b (**g**; n = 5, biologically independent experiments, F (3,16) = 108, df = 16, *p* < 0.001 for main effect of group, *p* < 0.001 for w/o LPS vs. control siRNA, *p* = 0.3573 for control siRNA vs. Chd8 siRNA, *p* = 0.8292 for control siRNA vs. Tsc2 siRNA), Spp1 (**h**; n = 4, biologically independent experiments, F (3,12) = 22.36, df = 12, *p* < 0.001 for main effect of group, *p* < 0.001 for w/o LPS vs. control siRNA, *p* = 0.9558 for control siRNA vs. Chd8 siRNA, *p* = 0.9880 for control siRNA vs. Tsc2 siRNA), and Igf1 (**i**; n = 5, biologically independent experiments, F (3,16) = 47.97, df = 16, *p* < 0.001 for main effect of group, *p* < 0.001 for w/o LPS vs. control siRNA, *p* = 0.0232 for control siRNA vs. Chd8 siRNA, *p* = 0.0491 for control siRNA vs. Tsc2 siRNA) in microglia treated with control siRNA, Chd8 siRNA and Tsc2 siRNA were analyzed with quantitative RT-PCR. Statistical analysis was performed by the one-way ANOVA, followed by Tukey–Kramer tests. NS: not significant. *p < 0.05, ***p < 0.001. Error bars represent mean ± SEM.

### Knockdown of Tsc2 affected phagocytic activity

Microglia are involved in brain development by engulfing excessive neurons or synapses during brain development^17,30^. To examine whether the deficiency of Chd8 and Tsc2 in microglia affects phagocytosis activity, we performed phagocytosis assays using fluorescent-labeled latex beads. Quantification of the number of fluorescently-labeled beads in Isolectin B4-labeled microglia indicated a low number of fluorescent-labeled beads in Tsc2 siRNA-treated microglia compared with control (Fig. 2a,b), whereas microglia treated with Chd8 siRNA did not change. These results indicate that Tsc2, but not Chd8, plays a role in phagocytosis activity in primary microglia.

**Figure 2:**
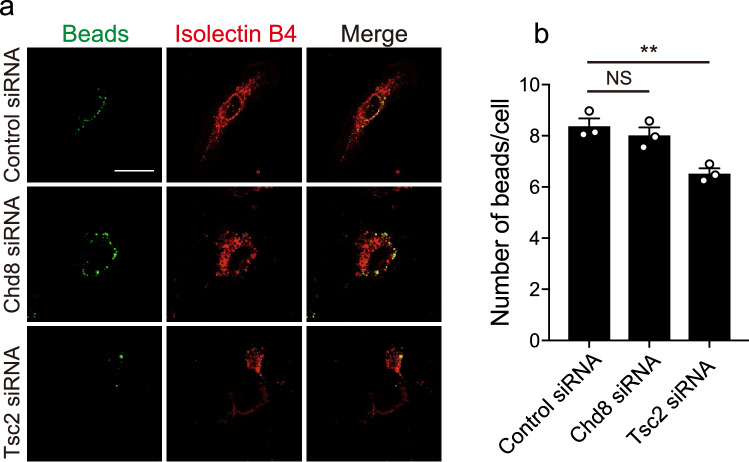
The deficiency in the expression of Tsc2 affects phagocytosis activity in primary microglia. (**a**) Primary microglia transduced siRNA were treated with fluorescent beads (green) to assess phagocytosis. After 24 h, microglia were stained with isolectin B4 (red). Scale bar: 20 μm. (**b**) A graph showing the number of beads in isolectin B4^+^ microglia (n = 3, biologically independent experiments, F (2, 6) = 13.63, df = 6, *p* = 0.0059 for main effect of group, *p* = 0.6335 for control siRNA vs. Chd8 siRNA, *p* = 0.0064 for control siRNA vs. Tsc2 siRNA assessed by one-way ANOVA, followed by Tukey–Kramer tests). *NS* not significant, **p < 0.01. Error bars represent mean ± SEM.

### Deficiency of Chd8 or Tsc2 in microglia led to the impairment of oligodendrocyte development

Microglia promote the differentiation of neurons and oligodendrocytes from NSCs during brain development^15^. Next, we examined whether deficiency of Chd8 or Tsc2 affects the microglia-mediated differentiation of neurons and oligodendrocytes. NSCs were prepared by dissociating neurospheres, and co-cocultured with siRNA-treated microglia across the transwell membranes (Fig. 3a). After 7 days, we counted the number of βIII-Tubulin (Tuj1)^+^ neurons, glial fibrillary acidic protein (GFAP)^+^ astrocytes, platelet-derived growth factor receptor α (PDGFRα)^+^ oligodendrocyte precursor cells (OPC), and myelin basic protein (MBP)^+^ oligodendrocytes by immunocytochemistry. The number of neurons, OPC, and oligodendrocytes, but not astrocytes, significantly increased in the presence of microglia (Fig. 3b–e) consistent with the previous reports^15^. In addition, the number of MBP^+^ oligodendrocytes significantly decreased in the presence of Chd8 or Tsc2 siRNA-treated microglia compared with control siRNA-treated microglia (Fig. 3e). No change was detected in the number of neurons and OPC in the presence of Chd8 and Tsc2 siRNA-treated microglia (Fig. 3b,d). These results suggest that microglia require Chd8 or Tsc2 to promote the oligodendrocyte differentiation.

**Figure 3:**
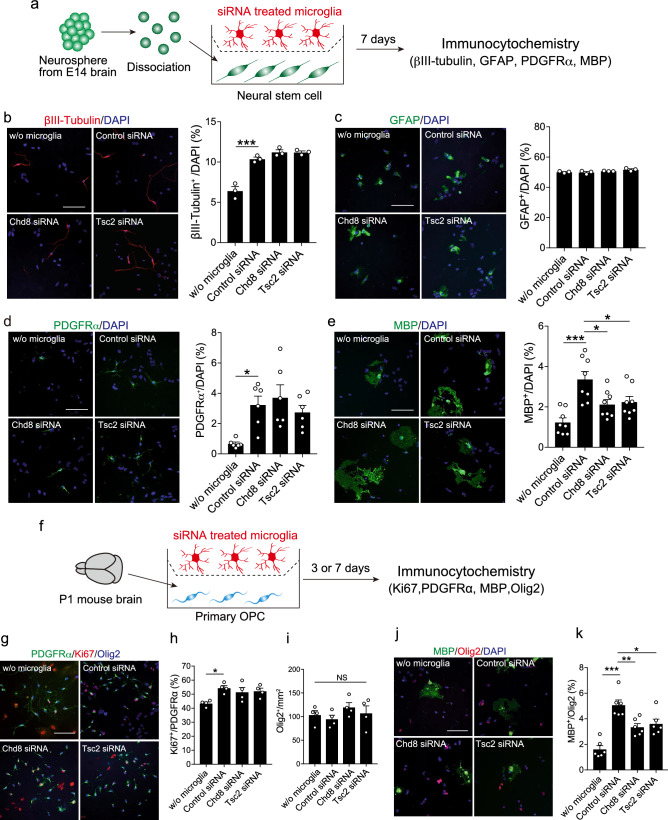
Microglia defecting the Chd8 or Tsc2 expression have impairment in promoting the development of oligodendrocytes. (**a**) NSCs were prepared by the dissociation of neurospheres obtained from E14 embryonic murine brain, and co-cultured with siRNA-treated microglia across the trans-wells. After 7 days, immunocytochemistry for βIII-tubulin, GFAP, PDGFRα, MBP were performed to assess the efficiency of differentiation. (**b**–**e**) Left images show immunocytochemical staining for βIII-tubulin (**b**; n = 3, biologically independent experiments, F (3, 8) = 45.63, df = 8, *p* < 0.001 for main effect of group, *p* < 0.001 for w/o microglia vs. control siRNA), GFAP (**c**; n = 3, from biologically independent experiments, F (3, 8) = 3.262, df = 8, *p* = 0.0805 for main effect of group, *p* = 0.9880 for w/o microglia vs. control siRNA), PDGFRα (**d**; n = 6, biologically independent experiments, F (3, 20) = 5.771, df = 20, *p* = 0.0052 for main effect of group, *p* = 0.0193 for w/o microglia vs. control siRNA), MBP (**e**; n = 8, biologically independent experiments, F (3. 28) = 9.449, df = 28, *p* = 0.0002 for main effect of group, *p* = 0.0217 for control siRNA vs. Chd8 siRNA, *p* = 0.0447 for control siRNA vs. Tsc2 siRNA). Counterstaining was performed with DAPI. Scale bar: 100 μm. Right graphs show the percentage of each marker’s positive cells in DAPI^+^ cells. Statistical analysis was performed by the one-way ANOVA, followed by Tukey–Kramer tests. (**f**) Primary OPCs were co-cultured with siRNA-treated microglia for 3 or 7 days. (**g**) Representative images show the immunocytochemistry of OPCs for PDGFRα (green), Ki67 (red), and Olig2 (blue). Scale bar: 100 μm. (**h**) A graph showing the percentage of Ki67 positive cells in PDGFRα Olig2 double-positive cells (n = 4, biologically independent experiments, F (3, 12) = 4.602, df = 12, *p* = 0.0230 for main effect of group, *p* = 0.0209 for w/o microglia vs. control siRNA, assessed by the one-way ANOVA, followed by Tukey–Kramer tests). (**i**) Graph showing the number of Olig2^+^ cells per mm^2^ (n = 4, biologically independent experiments, F (3, 12) = 0.8705, df = 12, p = 0.4832 for main effect of group, assessed by one-way ANOVA test). (**j**) NSCs prepared from the neurosphere were co-cultured with microglia treated with siRNA for 7 days, and immunostained with MBP (green) and Olig2 (red) antibodies. Counterstaining was performed with DAPI (blue). Scale bar: 100 μm. (**k**) A graph showing the percentage of MBP positive cells in Olig2 positive cells (n = 6, biologically independent experiments, F (3, 20) = 18.1, df = 20, *p* < 0.001 for main effect of group, *p* = 0.0077 for control siRNA vs. Chd8 siRNA, *p* = 0.0253 for control siRNA vs. Tsc2 siRNA assessed by one-way ANOVA, followed by Tukey–Kramer tests). *p < 0.05, **p < 0.01, ***p < 0.001. Error bars represent mean ± SEM.

As OPCs proliferate and differentiate into oligodendrocytes^31^, we asked whether Chd8 or Tsc2 in microglia is involved in OPC proliferation. To this end, we co-cultured OPCs with microglia treated with siRNA and performed immunocytochemistry for Ki67 (proliferation marker), PDGFRα, and oligodendrocyte transcription factor 2 (Olig2) after 3 days (Fig. 3f). We counted the number of Ki67^+^ proliferating cells in PDGFRα and Olig2 double-positive OPCs, and we found that Chd8 or Tsc2 deficiency in microglia did not affect the percentage of Ki67^+^/PDGFRα^+^ Olig2^+^ proliferating OPCs (Fig. 3g,h). There was no significant difference about total number of Olig2^+^ cells between the groups (Fig. 3i). To determine whether Chd8 or Tsc2 deficiency in microglia affects oligodendrocyte differentiation, we co-cultured siRNA-treated microglia and NSCs for 7 days and counted the number of MBP^+^ oligodendrocytes to Olig2^+^ oligodendrocyte-lineage cells. The percentage of MBP^+^/Olig2^+^ cells was lower in the presence of Chd8 or Tsc2 siRNA-treated microglia than in control siRNA-treated microglia (Fig. 3j,k). These results suggest that microglia promote the differentiation from OPC to oligodendrocyte in a Chd8- or Tsc2-dependent manner, with no effect on OPC proliferation.

### Chd8 or Tsc2 knockdown by shRNA in microglia reduced oligodendrocyte differentiation

To assess the sustainable effects of ASD-related genes on microglia, we used lentivirus encoding short hairpin RNA (shRNA) against Chd8 or Tsc2 (Fig. 4a). We confirmed the reduction of Chd8 and Tsc2 expression by quantitative RT-PCR after 7 days of infection (Fig. 4b,c). We then prepared NSCs obtained from neurospheres prepared from the P1 subventricular zone (SVZ), where oligodendrocytes are generated^32,33^ and developed during the neonatal period. We cultured lentivirus-infected microglia co-cultured with NSCs from the SVZ and counted the number of MBP^+^ oligodendrocytes in DAPI^+^ cells. The number of MBP^+^ oligodendrocytes was reduced in the presence of microglia infected with lentivirus encoding either Chd8 or Tsc2 shRNA compared with microglia infected with scramble shRNA coding lentivirus (Fig. 4d,e). Moreover, we stained with myelin-associated glycoprotein (MAG), which starts to be expressed before MBP in differentiating cultures. The number of MAG^+^ cells was also reduced in the presence of microglia infected with lentivirus encoding either Chd8 or Tsc2 shRNA (Fig. 4f,g). These results support our finding that Chd8 and Tsc2 play a role in microglia-mediated oligodendrocyte differentiation.

**Figure 4:**
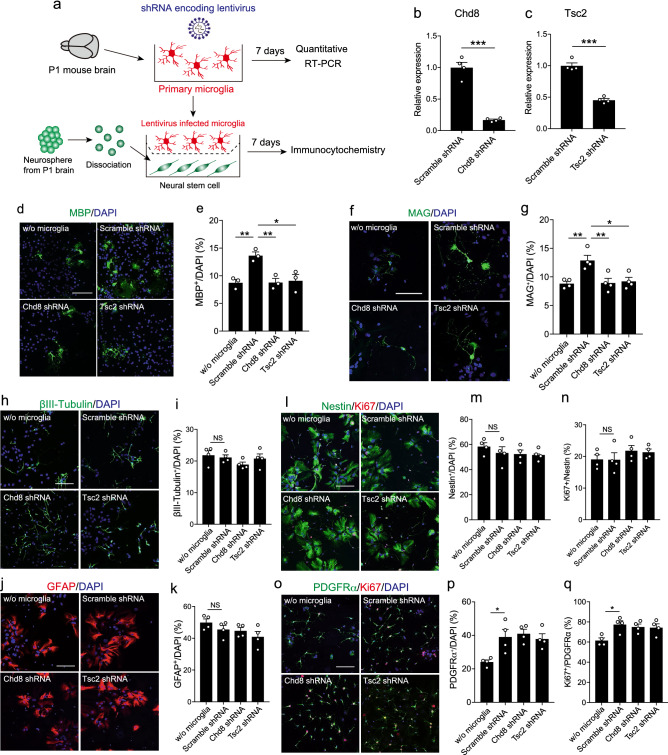
Chd8 or Tsc2 deficiency by shRNA treatment reduced microglia-mediated oligodendrocyte development. (**a**) Primary microglia were infected with lentivirus encoding shRNA against Chd8 or Tsc2. After 7 days, Chd8 and Tsc2 expression levels were examined by quantitative RT-PCR. Infected microglia were co-cultured with NSCs prepared from the P1 mouse SVZ for 7 days. (**b**) Graph showing mRNA expression level of Chd8 in microglia infected with lentivirus (n = 4, biologically independent experiments, F = 36.1, df = 3, *p* = 0.0017 assessed by Welch’s *t*-test). (**c**) mRNA expression of Tsc2 in microglia infected with lentivirus encoding Tsc2 shRNA (n = 4, biologically independent experiments, F = 3.244, df = 3, *p* < 0.001 assessed by Student’s *t*-test). (**d**) Representative images show immunocytochemistry for MBP (green) and DAPI (blue). Scale bar: 100 μm. (**e**) Graph shows the percentage of MBP^+^ cells in DAPI^+^ cells (n = 3, biologically independent experiments, F (3, 8) = 9.367, df = 8, *p* = 0.0054 for main effect of group, *p* = 0.0093 for w/o microglia vs. scramble shRNA, *p* = 0.0098 for scramble shRNA vs. Chd8 shRNA, *p* = 0.0144 for scramble shRNA vs. Tsc2 shRNA assessed by one-way ANOVA, followed by Tukey–Kramer tests). (**f**) Representative images show immunocytochemistry for MAG (green) and DAPI (blue). Scale bar: 100 μm. (**g**) Graph shows the percentage of MAG^+^ cells in DAPI^+^ cells (n = 4, biologically independent experiments, F (3,12) = 7.844, df = 12, *p* = 0.0037 for main effect of group, *p* = 0.0067 for w/o microglia vs. scramble shRNA, *p* = 0.0082 for scramble shRNA vs. Chd8 shRNA, *p* = 0.0134 for scramble shRNA vs. Tsc2 shRNA assessed by one-way ANOVA, followed by Tukey–Kramer tests). (**h**) Representative images show immunocytochemistry for βIII-tubulin (green) and DAPI (blue). Scale bar: 100 μm. (**i**) Graph shows the percentage of βIII-tubulin^+^ cells in DAPI^+^ cells (n = 4, biologically independent experiments, F (3,12) = 1.251, df = 12, *p* = 0.3348 for main effect of group, assessed by one-way ANOVA). (**j**) Representative images show immunocytochemistry for GFAP (red) and DAPI (blue). Scale bar: 100 μm. (**k**) Graph shows the percentage of GFAP^+^ cells in DAPI^+^ cells (n = 4, biologically independent experiments, F (3,12) = 2.108, df = 12, *p* = 0.1525 for main effect of group, assessed by one-way ANOVA). (**l**) Representative images show immunocytochemistry for Nestin (green), Ki67 (red) and DAPI (blue). Scale bar: 100 μm. (**m**) Graph shows the percentage of Nestin^+^ cells in DAPI^+^ cells (n = 4, biologically independent experiments, F (3,12) = 0.7736, df = 12, *p* = 0.5308 for main effect of group, assessed by one-way ANOVA). (**n**) Graph shows the percentage of Ki67^+^ cells in Nestin^+^ cells (n = 4, biologically independent experiments, F (3,12) = 0.8434, df = 12, *p* = 0.4961 for main the effect of group, assessed by one-way ANOVA). (**o**) Representative images show immunocytochemistry for PDGFRα (green), Ki67 (red) and DAPI (blue). Scale bar: 100 μm. (**p**) Graph shows the percentage of PDGFRα^+^ cells in DAPI^+^ cells (n = 4, biologically independent experiments, F (3,12) = 6.297, df = 12, *p* = 0.0082 for main effect of group, *p* = 0.0221 for w/o microglia vs. scramble shRNA, assessed by one-way ANOVA, followed by Tukey–Kramer tests). (**q**) Graph shows the percentage of Ki67^+^ cells in PDGFRα^+^ cells (n = 4, biologically independent experiments, F (3,12) = 5.052, df = 12, *p* = 0.0172 for main effect of group, *p* = 0.018 for w/o microglia vs. scramble shRNA, assessed by one-way ANOVA, followed by Tukey–Kramer tests). *NS* not significant, *p < 0.05, **p < 0.01, ***p < 0.001. Error bars represent mean ± SEM.

Oligodendrocyte differentiation was also regulated by other neural cells^34^. Therefore, it is possible to suppose that Chd8 or Tsc2 regulates microglia-mediated oligodendrocyte differentiation through other cells. To determine the possibility, we observed the number of neurons, astrocytes, NPCs, and OPC after co-culturing NSCs and microglia infected with lentivirus. The number of βIII-tubulin^+^ neurons or GFAP^+^ astrocytes was not affected by microglia (Fig. 4h–k). The number of Nestin^+^ NPC and Ki67^+^ cells in Nestin^+^ NPCs was not affected by microglia (Fig. 4l–n). These results suggest that Chd8 or Tsc2 in microglia do not affect NPC proliferation and differentiation of neurons or astrocytes. Although the number of PDGFRα^+^ OPC and the percentage of Ki67^+^ cells in PDGFRα^+^ OPC was increased in the presence of microglia, Chd8 or Tsc2 knockdown in microglia did not affect the number of OPC, and Ki67^+^ proliferating OPC compared with microglia infected with scramble shRNA- coding lentivirus (Fig. 4o–q), suggesting that microglia regulate oligodendrocyte differentiation in Chd8 or Tsc2-dependent manner without affecting neurons, astrocytes, NPC, and OPC.

### Chd8 or Tsc2 regulates numerous gene expression in microglia

To investigate the molecular profiles of microglia with Chd8 or Tsc2 deficiency, we performed RNA sequencing (RNA-seq) in primary microglia treated with control, Chd8, or Tsc2 siRNA after LPS stimulation for three days. 

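Primary microglia are immune cells of the brain kept in culture after isolation from mixed glial cells, and a small interfering RNA (siRNA) is a short double-stranded RNA that lowers the mRNA it matches. Lipopolysaccharide (LPS) is a component of bacterial cell walls that activates microglia. The RNA-seq data comprised 9 libraries of total RNA, 3 each from control siRNA-, Chd8 siRNA-, and Tsc2 siRNA-treated primary microglia, and each group carried the replicate numbers 1, 2, and 3. The results give 3 days of LPS stimulation, whereas the methods give RNA isolation after 3 days of siRNA treatment and the sample descriptions name no LPS. The methods also list the experiments done without LPS, and the RNA-seq of Fig. 5 is not among them. For the libraries, the methods name an Illumina total RNA preparation and the sample descriptions name a stranded SMARTer kit. The authors quantified the reads with salmon 0.14.1 on the mm10 reference, imported them with tximport, and deposited estimated counts per transcript that were not normalized. Total counts were 26095804, 16913448, and 22184872 in the control siRNA libraries 1 to 3, 29744172, 16949190, and 24065966 in the Chd8 siRNA libraries, and 22778884, 20997419, and 33213801 in the Tsc2 siRNA libraries. Counting error alone sets a floor of 3 counts, which was between 0.0903 and 0.177 CPM, that is counts scaled to a common library size, in these libraries.

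The table lists 140948 transcripts, of which 53953 had 0 counts in every library. The estimated counts were rounded to whole numbers, transcripts with low counts were removed with edgeR's filterByExpr, which left 41633, and library sizes were scaled with edgeR's TMM factors. DEGs were called with edgeR's quasi-likelihood test at an FDR of 0.05 and a fold change of 1.5, with all 9 libraries in one fit. For single genes, the counts of all transcripts of a gene were summed according to GENCODE release 21 for mouse (GRCm38, the assembly of mm10), which matched 139852 transcripts, and 16273 of 54119 genes passed the filter. The level of summing could change the numbers, because the biological coefficient of variation was 0.828 between transcripts and 0.408 between genes. The replicate number could change them as well. Across genes, deviations from the group means correlated with a mean r of 0.37 between libraries with the same number and −0.18 between libraries with other numbers, and across transcripts with 0.11 and −0.06. The negative values largely follow from subtracting the group means, so they are not separate evidence. Genes and transcripts are not independent replicates. Results with the replicate number as a block in the model are therefore given beside those without it. Standard errors of edgeR's log2 fold changes were calculated back from its F statistic.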

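The first 2 principal components of the log2 CPM, centred and not scaled, held 17.3% and 15.5% of the variance between the 9 libraries. On the first component, the 3 libraries with replicate number 1 had scores of 142 for control siRNA, 117 for Chd8 siRNA, and 132 for Tsc2 siRNA, and the other 6 libraries had scores between −131 and −12.3. The siRNA accounted for 23.8% of the variance (pseudo-F 0.935, p = 0.761 in an exact permutation test over all 280 arrangements of the libraries into 3 groups of 3). The replicate number accounted for 31.1% (pseudo-F 1.36, p = 0.00357 in the same exact permutation test, the smallest p that it allows). After the mean of each replicate number was removed as a block, the siRNA accounted for 34.5% of the remaining variance (pseudo-F 1.58, exact permutation p = 0.0278, the smallest that the 36 arrangements within replicate numbers allow). This pseudo-F does not allow for the degrees of freedom that the block uses, so it is too large. Neither it nor the 34.5% can be compared with the 0.935 and 23.8% without the block. The permutation p is not affected. Summing the counts to genes raised the share of the replicate number to 47.3% and left 19.9% for the siRNA.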

Principal component analysis (PCA) showed the difference of transcriptome among control siRNA, Chd8 siRNA, and Tsc2 siRNA treatment microglia (Fig. 5a). 

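Between Chd8 siRNA- and control siRNA-treated microglia, 0 of 41633 transcripts were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1384 had an unadjusted p under 0.05. The number depended on the fit. DESeq2's Wald test with all 9 libraries, run on every transcript with any count and not on the filtered ones, called 204 transcripts, 93 higher and 111 lower. After the counts were summed to genes, 0 of 16273 genes were called without the replicate block, with 622 at an unadjusted p under 0.05. Adding the replicate block, a combination chosen after the data were seen, gave 87 called genes, 40 higher and 47 lower. In the 6 fits that each left out one library, between 20 and 81 genes were called, and 12 of the 87 genes were called in all of them. In 40 of the 87 genes the 3 Chd8 siRNA libraries lay on one side of all 3 control libraries, which chance gives in 10% of genes taken at random; genes selected by a test of the same groups are expected to exceed this share.

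Among the genes whose groups did not overlap, Chmp2a (chromosome 7 of GRCm38, 13032010 to 13034807) had the lowest p of the higher genes, with 44.2 ± 11.3 normalized CPM (SD, n = 3) in control siRNA and 89.5 ± 23.4 (SD, n = 3) in Chd8 siRNA. Its log2 fold change was 1.02 (standard error 0.10, adjusted p = 0.000975 from edgeR with the block). Cd5l (chromosome 3, 87357881 to 87371073) rose from 3.80 ± 1.15 (SD, n = 3) to 16.3 ± 2.93 (SD, n = 3) CPM, a log2 fold change of 2.11 (standard error 0.27, adjusted p = 0.00318 from edgeR with the block). Srxn1 (chromosome 2, 152105516 to 152111376) had the lowest p of the lower genes and went from 117 ± 27.4 (SD, n = 3) to 70.6 ± 15.2 (SD, n = 3) CPM, a log2 fold change of −0.73 (standard error 0.09, adjusted p = 0.00173 from edgeR with the block). Gabpa, Ahsa1, and Srp14 were also higher, with log2 fold changes of 0.95, 0.67, and 1.17, and Kcnq1ot1, Gm20605, and Rara were lower, with −0.87, −0.69, and −1.07. Of the 6 fits that each left out a library, Rara lost its call in all 6, Gm20605 in 2, and Kcnq1ot1 in 1. Gabpa, Ahsa1, and Srp14 kept their calls in all 6. Kcnq1ot1 is annotated as antisense to Kcnq1, and Gm20605 overlaps Sap25 and Lrch4 on the same strand, so their counts are uncertain. Without the block, the lowest adjusted p of the 10 genes this rule selects was 0.943, for Cd5l and Srp14.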

We analyzed differentially expressed genes (DEGs) using volcano plots and found that the expression of 83 genes was significantly reduced and 89 genes were increased in Chd8 siRNA-treated microglia (Fig. 5b,d). 

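Tsc2 siRNA-treated microglia had 0 called transcripts against control siRNA in the same fit, with 1177 of 41633 at an unadjusted p under 0.05, while DESeq2's Wald test with all 9 libraries called 166, 81 higher and 85 lower. At gene level without the replicate block, 0 genes were called and 425 had an unadjusted p under 0.05. The replicate block, added to the gene-level fit after the data were seen, gave 63 called genes, 31 higher and 32 lower. Leaving out one library at a time gave between 7 and 131 genes, and 5 of the 63 were called in every such fit. The groups did not overlap for 28 of the 63 genes, where 10% is the chance share for genes not selected by a test.

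Fgl2 (chromosome 5, 21372642 to 21378374), which lies in a region shared with Ccdc146 on the opposite strand, had 101 ± 47.1 CPM (SD, n = 3) in control siRNA and 275 ± 90.3 (SD, n = 3) in Tsc2 siRNA. Its log2 fold change was 1.54 with the block (standard error 0.14, edgeR adjusted p = 0.000137) and 1.44 without it (standard error 0.43, edgeR adjusted p = 1.00). Ifi27l2a, Fnbp1l, H2-Q6, and Snn were higher as well, with log2 fold changes of 0.85, 0.63, 1.26, and 0.77 with the block. H2-Q6 belongs to a family of similar genes and Snn overlaps Txndc11 and Litaf on the opposite strand, so their counts are uncertain. Csf3 (chromosome 11, 98701263 to 98703629) was lower in Tsc2 siRNA, at 72.1 ± 17.5 CPM (SD, n = 3) against 144 ± 41.2 (SD, n = 3), a log2 fold change of −0.98 (standard error 0.09, adjusted p = 0.000137 from edgeR with the block). Hmox1, Nnt, Col18a1, and Gclm were lower too, with log2 fold changes of −0.63, −1.86, −0.91, and −0.83. The annotation has another gene entry for Nnt at the same locus, so the counts of Nnt are uncertain, as are those of Col18a1, which overlaps Slc19a1 on the opposite strand. Without the block, all 10 genes had an edgeR adjusted p of 1.00. With the block and a library left out, Snn, Col18a1, and Gclm lost their calls in 4 of 6 fits. H2-Q6 lost its call in 3, and Fnbp1l, Hmox1, and Nnt in 2 each. Fgl2, Ifi27l2a, and Csf3 kept theirs in all 6.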

Alternatively, the expression of 82 genes was significantly reduced, and 69 genes were increased in Tsc2 siRNA-treated microglia (Fig. 5c,e). 

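DESeq2's Wald test restricted to the 6 libraries of each comparison called 171 transcripts for Chd8 siRNA, 82 higher and 89 lower, and 147 for Tsc2 siRNA, 64 higher and 83 lower. Of the 171 transcripts, 169 belonged to genes with other transcripts in the table, and for 148 of these (87.6%) the summed count of the gene changed by less than 1.5-fold. The corresponding numbers for Tsc2 siRNA were 145 and 129 (89.0%). The median absolute log2 fold change was 7.77 for the called transcripts and 0.21 for their genes in Chd8 siRNA, and 7.78 and 0.18 in Tsc2 siRNA. In 153 of the 171 and 127 of the 147 transcripts, every library of one of the groups had at most 3 counts. The sizes of the fitted fold changes of these transcripts are therefore uncertain. GO terms were not analysed here.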

To investigate the properties of DEGs, we classified 172 genes (for vs. Chd8 siRNA) and 151 genes (vs. Tsc2 siRNA) by Gene Ontology (GO) analysis of the biological process. Numerous GO terms such as “Cellular localization”, “Cellular response to stress”, “Protein localization”, “Chromatin organization”, “Organelle localization”, and “Protein modification process” were rich in DEGs of Chd8 siRNA (Fig. 5f). Alternatively, GO terms “Cellular component biogenesis”, “Regulation of signal transduction”, “Cellular response to stress”, “Protein biogenesis”, “Demethylation”, and “Cell motility” were rich in DEGs of Tsc2 siRNA (Fig. 5g). 

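Transcripts called in the same direction in both Chd8 and Tsc2 siRNA-treated microglia numbered 0 in edgeR's fit and 64 in DESeq2's fit of all 9 libraries, 59 higher and 5 lower. At gene level with the replicate block, 15 genes were called in both, 9 higher and 6 lower, against 0 without the block. The higher genes included Cd5l, whose log2 fold change in Tsc2 siRNA was 1.64 (adjusted p = 0.0106 from edgeR with the block), and Fgl2, at 0.98 in Chd8 siRNA (adjusted p = 0.00456 from the same test). The 6 lower genes were Rps6ka2, Slc7a11, A2m, Cemip, Gda, and Neat1, with log2 fold changes from −1.40 for A2m to −0.59 for Rps6ka2 in Chd8 siRNA and from −1.32 for A2m to −0.67 for Neat1 in Tsc2 siRNA. Both comparisons used the same 3 control libraries, so the overlap was not tested against chance. For the lower genes, a smaller share of RNA from astrocytes of the mixed culture in the knockdown libraries is not excluded. The names in this list of 15, other than Cd5l, Srp14, Fgl2, and Ifi27l2a, were chosen after their values were seen.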

From these results, both Chd8 and Tsc2 regulate numerous biological processes, especially protein synthesis and localization. We also confirmed the reduction of Tsc2 or Chd8 expression in Tsc2 siRNA-or Chd8 siRNA treated microglia, respectively (Fig. 5h). Moreover, Igf1 expression was also reduced in Chd8 or Tsc2 siRNA treatment (Fig. 5h). These results suggest that either Chd8 or Tsc2 contributes to the expression of genes related to numerous biological processes including Igf1.

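Chd8 (ENSMUSG00000053754) lies on chromosome 14 of GRCm38 from 52198151 to 52257780 on the minus strand, and the table lists 16 transcripts of it. In the control siRNA libraries 1 to 3 it had 118, 97.4, and 93.6 normalized CPM, and in the Chd8 siRNA libraries 86.8, 44.5, and 38.3. The means were 103 ± 13.1 (SD, n = 3) and 56.5 ± 26.4 (SD, n = 3), and every Chd8 siRNA library was below every control library (two-sided exact permutation test on log2 values with a pseudocount of 0.5, p = 0.1, the smallest that 3 libraries against 3 allow). The log2 fold change was −0.86 (standard error 0.28, edgeR adjusted p = 1.00 over all genes tested and 0.229 over the 21 genes named in the paper). The block changed it to −0.93 (standard error 0.14, edgeR adjusted p = 0.00777). With the block and a library left out, the value lay between −1.21 and −0.73, and the call was lost in 3 of 6 fits. Without each library in turn the unblocked value lay between −1.32 and −0.64. In Tsc2 siRNA, Chd8 was at 103 ± 14.4 CPM (SD, n = 3), a log2 fold change of 0.00.

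Tsc2 (ENSMUSG00000002496), on chromosome 17 from 24595816 to 24632630, has 22 transcripts in the table and overlaps Pkd1 on the opposite strand. It had 40.8, 39.9, and 38.9 CPM in control siRNA and 24.6, 30.6, and 36.5 in Tsc2 siRNA, with means of 39.9 ± 0.945 (SD, n = 3) and 30.6 ± 5.95 (SD, n = 3). The groups did not overlap (exact permutation p = 0.1, again the smallest possible). The log2 fold change was −0.38 (standard error 0.15, edgeR adjusted p = 1.00 over all genes and 0.511 over the genes named in the paper), −0.39 with the block (edgeR adjusted p = 0.219), and between −0.53 and −0.25 without each library in turn. In Chd8 siRNA the log2 fold change of Tsc2 was −0.03.

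**Figure D1:**
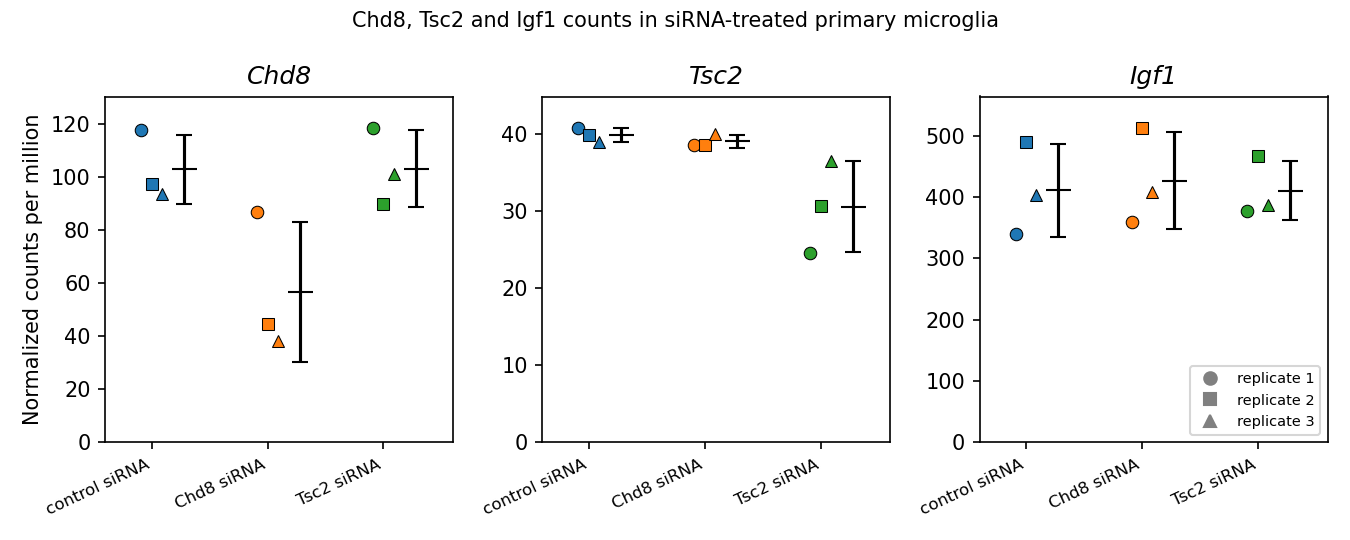
Normalized CPM (vertical axes, from 0) of Chd8, Tsc2, and Igf1 in each library of control siRNA-, Chd8 siRNA-, and Tsc2 siRNA-treated primary microglia. Symbols are single libraries by replicate number and black bars are the mean ± SD of 3 libraries. The Chd8 siRNA libraries lie between 38.3 and 86.8 for Chd8 and the Tsc2 siRNA libraries between 24.6 and 36.5 for Tsc2, below the control libraries, while the Igf1 values of the groups overlap.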

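Igf1 (ENSMUSG00000020053), on chromosome 10 of GRCm38 from 87858265 to 87937042, had 340, 490, and 404 normalized CPM in the control siRNA libraries 1 to 3, 359, 513, and 409 in Chd8 siRNA, and 378, 467, and 388 in Tsc2 siRNA. The mean was 411 ± 75.7 (SD, n = 3) in control siRNA, 427 ± 78.8 (SD, n = 3) in Chd8 siRNA, and 411 ± 48.8 (SD, n = 3) in Tsc2 siRNA. The log2 fold change was 0.05 in Chd8 siRNA (standard error 0.18, edgeR adjusted p = 1.00 over all genes) and 0.00 in Tsc2 siRNA (standard error 0.18, edgeR adjusted p = 1.00 over all genes), and both stayed at 1.00 or 0.995 when adjusted over the genes named in the paper. The corresponding values with the block were 0.05 (standard error 0.07, edgeR adjusted p = 0.815) and 0.01 (standard error 0.07, edgeR adjusted p = 0.982). Chd8 siRNA was above control siRNA at all 3 replicate numbers. Leaving out one library in turn moved the log2 fold change between −0.10 and 0.20 in Chd8 siRNA and between −0.12 and 0.15 in Tsc2 siRNA. The two-sided exact permutation p was 0.7 for Chd8 siRNA and 1 for Tsc2 siRNA.

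The table lists 8 transcripts of Igf1, of which 6 passed the filter. One of them, singled out after the values were seen, was lower in every knockdown library than in every control library. It had 5.94 ± 0.758 CPM (SD, n = 3) in control siRNA, 3.28 ± 1.10 (SD, n = 3) in Chd8 siRNA, and 3.99 ± 0.742 (SD, n = 3) in Tsc2 siRNA, and held 1.44% of the Igf1 counts in control siRNA. Its log2 fold changes of −0.86 and −0.57 had edgeR adjusted p-values of 1.00.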

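Across the 16273 genes tested, the log2 fold changes with the replicate block of Chd8 siRNA and Tsc2 siRNA against control siRNA correlated with a Pearson r of 0.492; genes are not independent replicates, and both fold changes share the 3 control libraries. With Chd8 siRNA as the common reference of the other groups, r was 0.516, and with Tsc2 siRNA as the reference it was 0.492. From the DEGs of both knockdowns in Fig. 5b–e, the GO terms in Fig. 5f,g, and the lower expression of Chd8, Tsc2, and Igf1 in Fig. 5h, the paper proposes that either gene contributes to the expression of genes of many biological processes.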

**Figure 5:**
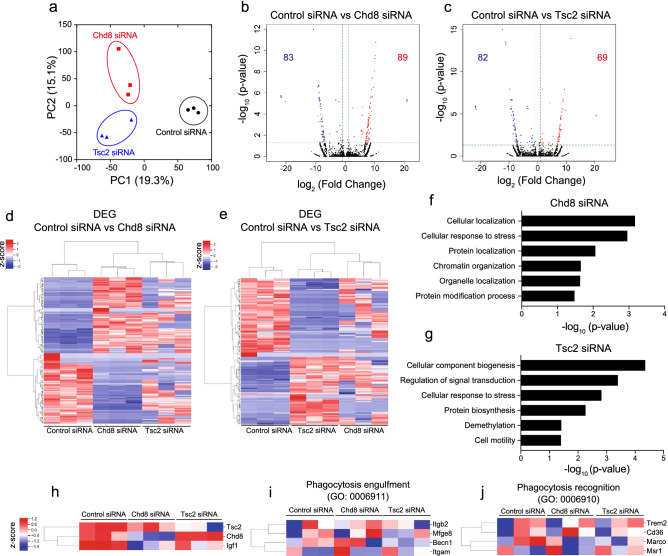
Chd8 or Tsc2 regulates numerous gene expression and biological processes in primary microglia. (**a**) PCA analysis showing gene expression variance from control siRNA (black, n = 3), Chd8 siRNA (red, n = 3), Tsc2 siRNA (blue, n = 3)-treated microglia. Percentages represent variance obtained by each principal component. (**b**) Volcano plot showing differentially expressed genes (DEGs) between control siRNA-treated microglia and Chd8 siRNA-treated microglia. (**c**) Volcano plot showing DEGs between control siRNA-treated microglia and Tsc2 siRNA-treated microglia. (**d**) Heatmap showing the expression of DEGs found between control siRNA and Chd8 siRNA-treated microglia. (**e**) Heatmap showing the expression of DEGs found between control siRNA and Tsc2 siRNA-treated microglia. (**f**) Graph showing the − log (*p*-value) and GO terms enriched in the DEGs found between control siRNA and Chd8 siRNA. (**g**) Graph showing the − log (*p*-value) and GO terms enriched in the DEGs found between control siRNA and Tsc2 siRNA. (**h**) Heatmap showing Tsc2, Chd8, and Igf1 expression in each siRNA treated microglia. (**i**) Heatmap showing the expression of phagocytosis engulfment-related genes. (**j**) Heatmap showing the expression of phagocytosis recognition-related genes.

Tsc2 deficiency impairs phagocytosis activity in microglia. To determine whether Tsc2 regulates the expression of phagocytosis-related genes, we analyzed the expression of Itgam, Becn1, Itgb2, and Mfge8, which are annotated with phagocytosis engulfment. However, the expression of these genes was not significantly different under Tsc2 siRNA treatment, suggesting that impairment of phagocytosis activity during Tsc2 deficiency was not due to changes in the expression of phagocytosis-related genes (Fig. 5i). 

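At gene level, Itgam (chromosome 7, 128062640 to 128118491) had 446 ± 231 normalized CPM (SD, n = 3) in control siRNA and 491 ± 170 (SD, n = 3) in Tsc2 siRNA. Becn1 (chromosome 11, 101285952 to 101302286) had 55.4 ± 3.20 (SD, n = 3) and 59.2 ± 0.955 (SD, n = 3), Itgb2 (chromosome 10, 77530252 to 77565708) had 183 ± 34.8 (SD, n = 3) and 172 ± 23.3 (SD, n = 3), and Mfge8 (chromosome 7, 79133768 to 79149060) had 33.8 ± 17.2 (SD, n = 3) and 26.5 ± 7.11 (SD, n = 3). The log2 fold changes were 0.14 for Itgam, 0.10 for Becn1, −0.09 for Itgb2, and −0.35 for Mfge8, with standard errors of 0.41, 0.11, 0.18, and 0.45. No gene was called by edgeR's test (0 of 4 genes, lowest adjusted p over the named genes 0.995). In the fit with the block they were 0.21, 0.10, −0.08, and −0.24, and the lowest edgeR adjusted p was 0.57, for Itgam. For Becn1, every Tsc2 siRNA library was above every control library (exact permutation p = 0.1, the smallest possible). The groups overlapped for Itgam, Itgb2, and Mfge8. The sign for Becn1 changed to −0.29 when only its transcript with the highest mean count was used. In Chd8 siRNA the 4 log2 fold changes lay between 0.03 and 0.17.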

Microglia play a role in the engulfment of excessive myelin and synapses^35^. We also analyzed the expression of synapse- or myelin recognition-related genes, such as Msr1, Marco, Cd36, and Trem2. However, there were no significant differences between the groups (Fig. 5j). These results indicate that Tsc2-regulated phagocytosis activity is independent of the expression change of genes that are well-established for phagocytosis recognition.

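Msr1 (chromosome 8, 39581685 to 39642673) had 676 ± 162 normalized CPM (SD, n = 3) in control siRNA, 685 ± 191 (SD, n = 3) in Chd8 siRNA, and 703 ± 87.7 (SD, n = 3) in Tsc2 siRNA. Trem2 (chromosome 17, 48346401 to 48354147) had 104 ± 39.8 (SD, n = 3), 109 ± 28.6 (SD, n = 3), and 105 ± 20.6 (SD, n = 3). Marco (chromosome 1, 120474538 to 120505024) was lower in both knockdowns, at 8.87 ± 2.75 (SD, n = 3) in Chd8 siRNA and 8.47 ± 1.75 (SD, n = 3) in Tsc2 siRNA against 14.0 ± 4.89 (SD, n = 3), but the groups overlapped. Its log2 fold changes were −0.66 (standard error 0.32) and −0.72 (standard error 0.32), with edgeR adjusted p-values of 1.00 over all genes and 0.515 and 0.511 over the genes named in the paper. With the replicate block they were −0.65 and −0.73, with edgeR adjusted p-values of 0.333 and 0.337. Cd36 (chromosome 5, 17781690 to 17888801) had 277 ± 66.6 (SD, n = 3) in control siRNA, 371 ± 75.2 (SD, n = 3) in Chd8 siRNA, and 257 ± 42.9 (SD, n = 3) in Tsc2 siRNA. In Chd8 siRNA its log2 fold change was 0.42 (standard error 0.21, edgeR adjusted p = 1.00) and, with the block, 0.43 (standard error 0.09, edgeR adjusted p = 0.0293), which is below the 1.5-fold threshold (0.585 on the log2 scale). The log2 fold changes of Msr1, Cd36, and Trem2 in Tsc2 siRNA were 0.06, −0.11, and 0.02, and each group of libraries overlapped the others.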

### Chd8 or Tsc2 deficiency in microglia impaired oligodendrogenesis in vivo

To examine the effect of Chd8 or Tsc2 deficiency in microglia on oligodendrocyte differentiation in vivo, we used AAV6, which has triply mutated capsid variants (mAAV6)^36^ to reduce Chd8 or Tsc2 expression in microglia. We inserted enhanced green fluorescent protein (EGFP) and miR-30-based shRNA into the AAV construct under the CD68 promoter to enhance specificity for microglia (Fig. 6a). At E14, we injected mAAV6 into the embryo lateral ventricle, and performed histological analysis at P12. We confirmed EGFP fluorescence in ionized calcium binding adapter protein 1 (Iba1)^+^ microglia in the corpus callosum (Fig. 6b). Additionally, we purified EGFP^+^ microglia from P12 brain and found that the expression levels of Chd8, Tsc2, and Igf1 in microglia were reduced in Chd8 or Tsc2 shRNA treatment, which was consistent with in vitro studies (Fig. 6c).

**Figure 6:**
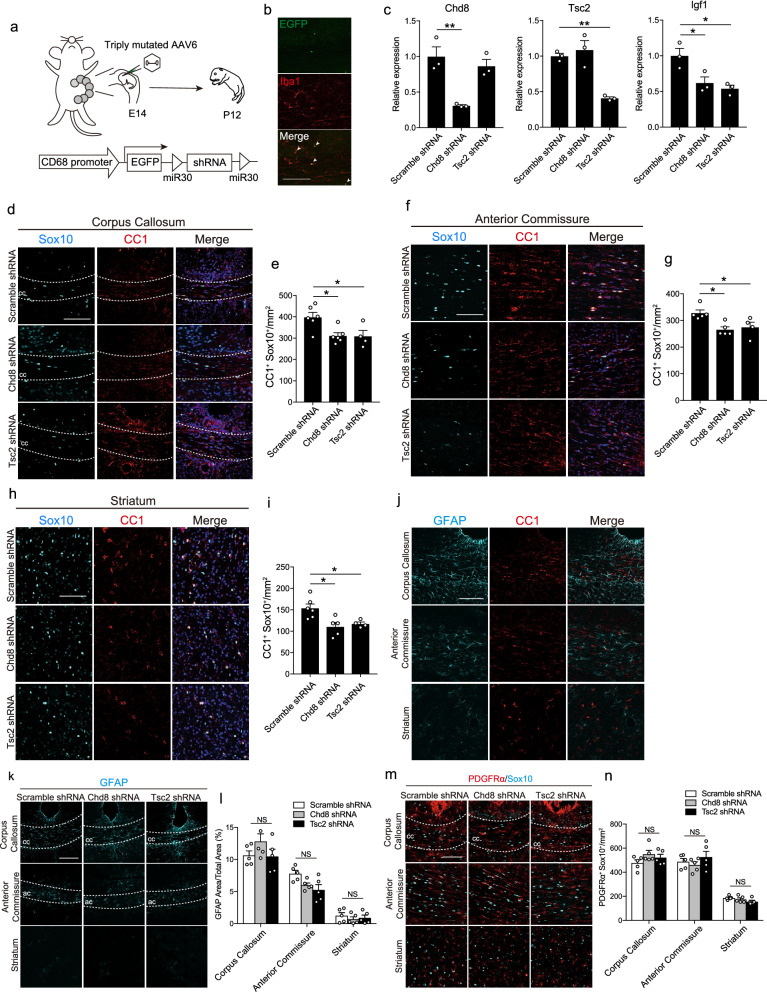
Chd8 or Tsc2 deficiency in microglia inhibits oligodendrocyte development in vivo. (**a**) Triply mutated AAV6 particles encoding EGFP and miR-30-based shRNA under control of the CD68 promoter were intraventrically injected to embryonic mice brain at E14. The following analyses was performed at P12. (**b**) Representative immunohistochemistry images for EGFP (green) and Iba1 (red) at P12. White arrowheads represent EGFP^+^ microglia. Scale bar: 100 μm. (**c**) Graph showing the mRNA expression level of Chd8, Tsc2, and Igf1 in EGFP^+^ CD45^mid^ CD11b^+^ microglia purified from the brain of P12 neonatal mice by flow cytometry (Scramble shRNA: n = 3; Chd8 shRNA: n = 3; Tsc2 shRNA: n = 3, biologically independent experiments, Chd8: F (2, 6) = 14.66, df = 6, *p* = 0.0049 for the main effect of the group, *p* = 0.0053 for scramble shRNA vs Chd8 shRNA, Tsc2: F (2, 6) = 21.43, df = 6, *p* = 0.0019 for main effect of group, *p* = 0.0046 for scramble shRNA vs Tsc2 shRNA, Igf1: F (2, 6) = 9.084, df = 6, *p* = 0.0153 for main effect of group, *p* = 0.0374 for scramble shRNA vs Chd8 shRNA, *p* = 0.0171 for scramble shRNA vs Tsc2 shRNA, assessed by one-way ANOVA, followed by Tukey–Kramer tests). (**d**) Representative immunohistochemical images for Sox10 (cyan), CC1 (red) and DAPI (blue) in the corpus callosum (cc). Scale bar: 100 μm. (**e**) Graph of the number of CC1^+^ Sox10^+^ oligodendrocytes in the corpus callosum (Scramble shRNA: n = 6; Chd8 shRNA: n = 6; Tsc2 shRNA: n = 4, biologically independent experiments, F (2, 13) = 6.305, df = 13, *p* = 0.0122 for main effect of group, *p* = 0.0195 for scramble shRNA vs. Chd8 shRNA, *p* = 0.0329 for scramble shRNA vs. Tsc2 shRNA, assessed by one-way ANOVA, followed by Tukey–Kramer tests). (**f**) Immunohistochemical images for Sox10 (cyan), CC1 (red) and DAPI (blue) in the anterior commissure. Scale bar: 100 μm. (**g**) Graph of the number of CC1^+^ Sox10^+^ oligodendrocytes in the anterior commissure (Scramble shRNA: n = 5; Chd8 shRNA: n = 5; Tsc2 shRNA: n = 4, biologically independent experiments, F (2, 11) = 6.818, df = 11, *p* = 0.0119 for main effect of group, *p* = 0.0138 for scramble shRNA vs. Chd8 shRNA, *p* = 0.0431 for scramble shRNA vs. Tsc2 shRNA, assessed by one-way ANOVA, followed by Tukey–Kramer tests). (**h**) Immunohistochemical images for Sox10 (cyan), CC1 (red) and DAPI (blue) in the striatum. Scale bar: 100 μm. (**i**) Graph of the number of CC1^+^ Sox10^+^ oligodendrocytes in the striatum (Scramble shRNA: n = 6; Chd8 shRNA: n = 5; Tsc2 shRNA: n = 4, biologically independent experiments, F (2, 11) = 7.296, df = 12, *p* = 0.0084 for main effect of group, *p* = 0.0105 for scramble shRNA vs. Chd8 shRNA, *p* = 0.0390 for scramble shRNA vs. Tsc2 shRNA, assessed by one-way ANOVA, followed by Tukey–Kramer tests). (**j**) Immunohistochemistry for GFAP (cyan) and CC1 (red) in the corpus callosum, anterior commissure, and striatum. Scale bar: 200 μm. (**k**) Immunohistochemistry for GFAP (cyan) in the corpus callosum (cc), anterior commissure (ac) and striatum in the brain of scramble, Chd8 and Tsc2 shRNA-treated mice. Scale bar: 100 μm. (**l**) Graph of the area of GFAP^+^ astrocytes in the corpus callosum, anterior commissure, and striatum (Scramble shRNA: n = 5; Chd8 shRNA: n = 5; Tsc2 shRNA: n = 5, biologically independent experiments, F (2, 12) = 0.9855, df = 2, *p* = 0.4015 for main effect of group, assessed by two-way ANOVA). (**m**) Immunohistochemistry for PDGFRα (red) and Sox10 (cyan) in the corpus callosum (cc), anterior commissure, and striatum. Scale bar: 100 μm. (**n**) Graph showing the number of PDGFRα^+^ Sox10^+^ cells in the corpus callosum (cc), anterior commissure and striatum in the brain of scramble, Chd8 and Tsc2 shRNA-treated mice (Scramble shRNA: n = 5; Chd8 shRNA: n = 5; Tsc2 shRNA: n = 5, biologically independent experiments, F (2, 12) = 0.5092, df = 2, *p* = 0.6134 for main effect of group, assessed by two-way ANOVA). *NS* not significant, *p < 0.05. **p < 0.01. Error bars represent mean ± SEM.

To label oligodendrocytes sparsely by immunohistochemistry, we used CC1 monoclonal antibody that recognizes adenomatous polyposis coli (APC). As CC1 monoclonal antibody also recognizes Quaking 7 protein^37^, which is expressed in oligodendrocytes and some astrocytes, we defined oligodendrocytes as CC1 and Sox10 (specific marker of oligodendrocyte-lineage cells) double-positive cells. We counted the number of CC1^+^ Sox10^+^ oligodendrocytes and found that a low number of CC1^+^ Sox10^+^ oligodendrocytes were detected in the corpus callosum (Fig. 6d,e), anterior commissure (Fig. 6f,g), and striatum (Fig. 6h,i) of mice treated with Chd8 or Tsc2 shRNA compared with control (scramble shRNA treated) mice. To examine the possibility that the reduction of oligodendrocyte number by Chd8 or Tsc2 shRNA was due to the oligodendrocyte death, we observed Cleaved Caspase-3^+^ Olig2^+^ double positive cells (apoptotic oligodendrocyte-lineage cells) in the Chd8 or Tsc2 shRNA-treated brain. However, there were few Cleaved Caspase-3^+^ Olig2^+^ double positive cells even in Chd8 or Tsc2 shRNA-treated brain (Supplementary Fig. S1a). In addition, there was no significant difference of Olig2^+^cell number between the groups (Supplementary Fig. S1b), indicating that our observation about the reduction of oligodendrocytes does not depend on the difference of oligodendrocyte survival. Alternatively, CC1^+^ GFAP^+^ cells were not found in these regions (Fig. 6j). GFAP^+^ area (Fig. 6k,l), and the number of PDGFRα^+^ Sox10^+^ OPC (Fig. 6m,n) was not affected by Chd8 or Tsc2 shRNA treatment in the corpus callosum, anterior commissure, and striatum. These results demonstrate that microglial Chd8 or Tsc2 contribute to oligodendrocyte development in vivo without affecting astrocytes or OPC.

## Discussion

Microglia are key players in causing structural abnormalities in the brain during development, and they play a key role in the pathogenesis of neuronal disorders. Regarding the involvement of ASD pathology, microglia engulf synapses of neurons undergoing synapse formation during brain development^17,30^, and this developmental microglial dysfunction causes abnormal behavioral phenotype such as social interaction deficits^38,39^. Considering the presence of ASD-related gene expression in microglia, in this study, we asked whether microglial ASD-associated gene expression is autonomously involved in microglial functions of the cell.

According to our qPCR and RNAseq analyses, Igf1 expression was reduced by silencing Chd8 or Tsc2 in primary microglia. During normal development, a subset of microglia located in the white matter promotes myelination by secreting Igf1^16^ in a phosphoinositide 3-kinase (PI3K)-Akt-dependent manner^40^. Our cell culture experiments revealed that microglia with Chd8 or Tsc2 knocked down reduced the differentiation efficiency of oligodendrocytes, which is in the same direction as the decrease in Igf1 expression in microglia regulated by ASD-related genes. It has been reported that Igf1 expression is regulated by several transcriptional factors such as CCAAT-enhancer binding protein β (C/EBPβ), C/EBPγ, Interferon regulatory factor 8, and Jun^41,42^. However, our RNAseq analysis could not detect significant difference of these gene expressions in Chd8 or Tsc2 deficient microglia (data not shown). It has also been reported that Chd8 interacts with C/EBPβ and promotes its transactivation activity^43^. In addition, the Tsc1/Tsc2 complex inhibits mTORC1 activity, preventing C/EBPβ translocation^44^. 

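Cebpb, Cebpg, Irf8, and Jun, the genes of C/EBPβ, C/EBPγ, IRF8, and c-Jun, had 433 ± 152, 18.1 ± 5.37, 538 ± 170, and 82.0 ± 13.9 normalized CPM in control siRNA (SD, n = 3 each). In Chd8 siRNA they had 415 ± 132, 17.1 ± 3.49, 516 ± 71.6, and 79.1 ± 30.4 (SD, n = 3 each), and in Tsc2 siRNA 418 ± 117, 18.1 ± 1.54, 509 ± 117, and 80.9 ± 34.4 (SD, n = 3 each). The log2 fold changes in Chd8 siRNA were −0.06, −0.08, −0.06, and −0.05, in the same order, and those in Tsc2 siRNA were −0.05, 0.00, −0.08, and −0.02. All were smaller than their standard errors, which lay between 0.24 and 0.32, and all had an edgeR adjusted p of 1.00. The lowest edgeR adjusted p with the block was 0.771, for Jun in Chd8 siRNA (log2 fold change −0.11). The sign for Cebpg in Chd8 siRNA changed to 0.01 when only its transcript with the highest mean count was used.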

The reduction of Igf1 expression by Chd8 and Tsc2 silencing may be mediated by C/EBPβ inactivation without change of mRNA level of C/EBPβ.

We found that Tsc2 deficiency impaired phagocytosis activity in primary microglia. Tsc2 forms a TSC complex with Tsc1, which inhibits mTOR signaling^10^. Knocking out microglial Tsc1 increases phagocytosis activity^45^. Consistent with this finding, mTOR deletion in microglia led to the impairment of phagocytosis both in vitro and in vivo^46^. In contrast, Tsc2^+/–^ mice showed impaired autophagic activity^47^, and our study showed Tsc2-deficient microglia had reduced phagocytosis activity. This discrepancy may be explained by the difference in signal transduction between Tsc1 and Tsc2. One of the well-established differences between Tsc1 and Tsc2 is the function of Tsc1 in Smad2/3 phosphorylation in the presence of TGF-β, which controls epithelial-to-mesenchymal transition^48^. However, in microglia, TGF-β and Smad3 activation increases phagocytosis activity^49^; therefore, TSC-mediated intracellular signaling may have cell-type specific regulation. Further studies on the intracellular mechanism will contribute to the understanding of Tsc2-mediated intracellular signaling that regulates phagocytosis.

In this study, we found a decrease in the number of oligodendrocytes generated from NSCs or OPCs co-cultured with Chd8- or Tsc2-deficient microglia. However, we did detect that Tsc2-deficient microglia showed altered phagocytosis activity. As we used transwells for co-culture experiments, the decrease in the number of oligodendrocytes that we observed does not depend on the phagocytic function of microglia in vitro. However, we should note that the recent study showed that microglia regulate myelination by engulfment of OPC in developing brain^19^. It is generally accepted that microglia eliminate synapses and myelin during brain development in a cell–cell contact-dependent manner. Molecules involved in phagocytosis of synapses and myelin by microglia included complement receptor-3 (Itgam), scavenger receptor (Msr1, Marco, Cd36), and Trem2^50^. Although our RNAseq analysis showed that Chd8 or Tsc2 deficiency did not affect the expression of the well-established genes which is associated with the phagocytosis of synapses and myelin, there is still the possibility that ASD-related microglia contribute to phagocytosis of synapses and myelin because the expression of some of the above molecules is dramatically regulated by several conditions (such as developmental regulation of Trem2)^51^.

Previous studies have demonstrated that myelin dysfunction was observed in ASD patients^4^, and genetic analysis showed that myelin development-related genes were associated with ASD^52,53^. Therefore, dysfunctional myelin development may be key to understanding ASD pathology. Regarding Chd8 and Tsc2, oligodendrocyte-specific loss of function experiments showed the impairment of oligodendrocyte differentiation and causes hypomyelination through the epigenetic modulation of gene expression, which is involved in oligodendrocyte proliferation and myelination^8,9,13^. In this study, we focused on the expression of ASD-related genes in microglia and revealed a novel function of ASD-related genes in myelin pathology. However, we should note that the expression of ASD-related genes is not limited to the brain, but is also detected systemically. Recently, we found that changes in systemic environments control myelin development directly via circulating factors^54^, providing more opportunities to understand the contribution of ASD-related genes to neuropathology.

## Materials and methods

### Animals

Pregnant mice at embryonic day (E) 14 and E18 of C57BL/6J mice were purchased from SLC Japan. All experiments procedures were approved by the Animal Care Committee of National Center of Neurology and Psychiatry (2018034R9). The mice were housed in an air-conditioned room at 23 ± 1 °C with a 12-h light–dark cycle under specific pathogen-free conditions and had free access to water and food. The mice were randomly assigned to groups. All experiments were conducted according to the relevant guidelines and regulations including Animal Research Reporting of In Vivo Experiments (ARRIVE) guidelines.

### Microglia and OPC primary culture

Whole brains were dissected from E18 mice, and incubated with 0.25% trypsin (Gibco) in Dulbecco's Modified Eagle Medium (DMEM; Gibco) for 15 min at 37 °C, followed by treatment with DNase I (Sigma Aldrich) for 1 min at 37 °C. Cell suspension was washed by DMEM containing 10% fetal bovine serum (FBS) and centrifuged at 450×*g* for 10 min. The isolated cells were resuspended with DMEM containing 10% FBS, and filtered with 70 μm nylon cell strainer. Cells were plated on poly-l-lysine precoated 75 cm^2^ tissue culture flask (IWAKI) in DMEM supplemented with 10% FBS and penicillin–streptomycin (Thermo Fisher Scientific). After 12–15 days, culture flasks were gently shaking for 30 min, and supernatant was centrifuged at 1500 rpm for 10 min. The cell pellet was resuspended with microglia culture medium supplemented with 50% of the supernatant, 10% FBS in DMEM, and plated to 96 well plate. Each biological replicate represents a culture prepared from a distinct mouse brain. All experiments were repeated at least three times.

For primary OPCs, mixed glial cells with removed microglia were detached from the culture flask by treatment with 0.05% trypsin for 5 min and replated to fresh culture flasks. After 30 min of incubation, the culture medium was centrifuged at 500×*g*, and the cell pellet was resuspended in OPC culture medium supplemented with sodium pyruvate (1:100, Gibco), apo-transferrin (50 μg/mL, Sigma-Aldrich), bovine serum albumin (0.1%, Sigma-Aldrich), insulin (5 μg/mL, Sigma-Aldrich), biotin (10 nM, Sigma-Aldrich), hydrocortisone (10 nM, Sigma-Aldrich), sodium selenite (30 nM, Sigma-Aldrich), and penicillin–streptomycin (1:100, Life Technologies). OPCs were plated onto poly-l-lysine-coated 96 well plates.

### siRNA treatment for microglia

Primary microglia were transduced with Lipofectamine RNAiMAX Reagent (Thermo Fisher Scientific) according to the manufacture’s protocol. Briefly, 0.5 pmol of siRNA for BLOCK-it Alexa Fluor Red Fluorescent control (14750100: Thermo Fisher Scientific), negative control (4390843: Thermo Fisher Scientific), Chd8 (4390771: Thermo Fisher Scientific), and Tsc2 (AM16708: Thermo Fisher Scientific) were diluted with OPTI-MEM (Invitrogen), and mixed with 0.15 μL of RNAiMAX Reagent, which were diluted with OPTI-MEM. Complex was added to primary microglia plated on 96 well plate. After 4 h, culture medium was changed to new microglia culture medium.

### Lentivirus production

The scramble shRNA plasmid was a gift from David Sabatini (Addgene plasmid #1864, http://www.addgene.org/1864/; RRID:Addgene_1864). To generate the shRNA construct, the scramble sequence was digested with EcoRI and AgeI, and shRNA sequences against Chd8 and Tsc2 were inserted with the DNA Ligation Kit Ver 2.1 (Takara). The shRNA target sequences of Chd8 and Tsc2 were TCGGGAAGCTTGCCATATTAT and CCTCTCTCTTAAACTTGATA, respectively. pLenti, pCAG-HIVgp, and p-CMV-VSV-G plasmids were transfected into Lenti-X 293 T cells (Takara) with polyethylenimine (PEI) Max (Polysciences). After 3 days of transfection, the supernatant was centrifuged at 1000×*g* for 10 min, and filtered with 0.45 μm filter. Then, the supernatant was centrifuged at 50,000×*g* for 2 h (SW28, Beckman). The pellet was resuspended in PBS and concentrated with an Amicon Ultra-15 (Millipore). pCAG-HIVgp and p-CMV-VSV-G plasmids were generated by Dr. Hiroyuki Miyoshi and purchased from RIKEN Bioresource Research Center.

### AAV infection of microglia

pAAV plasmids encoding EGFP and miR-30-based shRNA under the CD68 promoter were prepared by VectorBuilder. The shRNA sequences were as follows: scramble shRNA: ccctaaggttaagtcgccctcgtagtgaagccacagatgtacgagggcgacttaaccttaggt; Chd8 shRNA: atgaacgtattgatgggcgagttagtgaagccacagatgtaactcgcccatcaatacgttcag; Tsc2 shRNA: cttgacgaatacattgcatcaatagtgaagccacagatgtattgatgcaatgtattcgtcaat. The modified AAV6 capsid (Y731F/Y705F/T492V) was a kind gift from Todd E. Golde (University of Florida Board of Trustees)^36^. pAAV, pHelper, and modified AAV6 capsids were transfected to AAV293 cells (Takara) by PEI Max. After 3 days, AAV was purified with an AAVpro Purification kit (Takara) and concentrated with an Amicon Ultra-15 (Millipore). To inject AAV into the mouse brain, E14 pregnant mice were anesthetized with isoflurane (3%), and 1 μL of AAV containing 0.01% fast green was injected into the lateral ventricle of the embryonic mouse brain, and P12 neonatal mice were analyzed.

### Flow cytometry

Primary microglia, which were transduced fluorescent-labeled siRNA, were treated with APC conjugated anti-CD11b (1:200; Biolegend) on ice for 30 min. After three times wash, primary microglia were carried out flow cytometry analysis by FACSCantoII fluidics system (BD Biosciences), and the data were analyzed with FlowJo software (Tree Star).

### Phagocytosis assay

Three days after siRNA transduction, microglia phagocytic activities were measured with Phagocytosis Assay Kit (Cayman). Microglia were incubated for 24 h with latex beads coated with fluorescently-labeled rabbit IgG, followed by 1 min incubation with trypan blue. Microglia were fixed with 4% paraformaldehyde and permeabilized with PBS containing 0.1% Triton X-100 for 15 min. Microglia were incubated with Isolectin B4 Conjugates (10 μg/mL: Invitrogen) in PBS containing 0.1% Triton X-100 for 2 h followed by three times PBS washing. Counterstaining were carried out with DAPI (1:2000, DOJIDO). Images were acquired using a confocal laser scanning microscope (FV3000, Olympus).

### Co-culture of microglia and NSCs

For generating neurospheres, telencephalons were dissected from E14 or P1 of C57BL/6J mice and the tissue was dispersed into single cells by triturating several times. Cells were plated on 100 mm dish (CELLSTAR) at 1.0 × 10^6^ cells/dish in DMEM/Nutrient Mixture F-12 Ham medium (DMEM/F12; Sigma Aldrich) supplemented with B27 supplement (1:200; Thermo Fisher Scientific), Penicillin–Streptomycin (1:100; Thermo Fisher Scientific), Epidermal Growth Factor (EGF, 20 ng/mL; Peprotech) and basic Fibroblast Growth Factor (bFGF, 20 ng/mL; PEPROTECH) and cultured for 7 days.

For co-culturing microglia and NSCs, neurospheres were incubated with 0.25% trypsin (Gibco) in DMEM/F12 for 3 min at 37 °C, and dissociated NSCs were plated on poly-ornithine (30 μg/mL)-precoated 96 well plate (Corning) at a density of 2 × 10^4^ cells/well in DMEM/F12 supplemented with Penicillin–Streptomycin (1:100). Control siRNA, Chd8 siRNA, and Tsc2 siRNA treated microglia were activated with LPS (10 ng/mL) for 6 h and washed carefully to remove residual LPS. Microglia were not stimulated by LPS in the experiments shown in Figs. 1b,c–e, 4b,c. For lentivirus infection, microglia were cultured in the presence of lentivirus and polybrene (8 μg/mL; Nacalai Tesque) for 24 h. Culture media containing lentivirus were replaced with fresh media, and microglia were incubated for an additional 2 days. Microglia were plated on 96 well Transwell plates (pore size 0.4 μm; Corning), which were plated on NSCs at a density of 2.0 × 10^4^ cells/well. NSCs and microglia were co-cultured for 7 days, and immunocytochemistry was performed.

### Immunocytochemistry

Cells were fixed with 4% paraformaldehyde (PFA; Merck) at room temperature for 30 min and permeabilized with PBS containing 0.1% Triton X-100 for 15 min. Then, cells were blocked with 3% normal donkey serum (Sigma-Aldrich) for 1 h at room temperature and treated with primary antibody overnight at 4 °C. Primary antibodies were used as follows; rabbit anti-βIII-Tubulin (1:2000, PRB-435P; Biolegend), rat anti-MBP (1:500, ab7349; Abcam), rabbit anti-MAG (1:500, 9043; Cell Signaling Technology), mouse anti-GFAP (1:1000, GA-5, Sigma Aldrich), rat anti-GFAP (1:500, 2.2B10; Thermo Fisher Scientific), goat anti-PDGFRα (1:1000, AF1062; R&D Systems), rabbit anti-Ki67 (1:500, ab16667; Abcam), mouse anti-Olig2 (1:1000, 211F1.1; Millipore), rat anti-Nestin (1:1000, rat-401; Millipore). After three times wash, cells were incubated with secondary antibodies at room temperature for 1 h. Secondary antibodies were used as follows, Alexa 488-conjugated donkey anti-mouse IgG, Alexa 594-conjugated donkey anti-rat IgG (1:500; Thermo Fisher Scientific) and DAPI (1:2000; DOJINDO). After three times wash, cells were observed with IN Cell Analyzer 2000 (GE Healthcare) or confocal laser scanning microscope (FV3000, Olympus).

### Immunohistochemistry

Mice were anesthetized with a mixture of medetomidine hydrochloride (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol (5 mg/kg). Mice were transcardially perfused with ice-cold PBS then 4% PFA (Merck). Dissected brains were immersed in 4% PFA overnight at 4 °C, followed by 30% sucrose (pH 7.2) overnight at 4 °C. Brains were embedded in optimal cutting temperature compound (Tissue-Tek) and cut to a thickness of 30 μm on a cryostat (Leica). For immunohistochemistry, sections were treated with PBS containing 0.1% Triton X-100 for 10 min twice, and blocked with 3% normal donkey serum at room temperature for 1 h. Sections were treated with primary antibodies: rabbit anti-Iba1 (1:3000, 019-19741; Wako), rat anti-GFP (1:500, 04404-84; Nacalai Tesque), mouse CC1 monoclonal antibody (1:500, OP80; Calbiochem), rabbit anti-Sox10 (1:1000, ab155279; Abcam), rabbit anti-GFAP (1:1000, ab207165; Abcam), goat anti-PDGFRα (1:1000, AF1062; R&D Systems), goat anti-Olig2 (1:1000, AF2418; R&D Systems), rabbit anti-Cleaved Caspase-3 (1:500, 9661; Cell Signaling Technology) overnight at 4 °C. After three washes, sections were treated with secondary antibodies: Alexa Fluor 488-conjugated donkey anti-rat IgG, Alexa Fluor 568-conjugated donkey anti-rabbit IgG, Alexa Fluor 568-conjugated donkey anti-mouse IgG (all: 1:500; Thermo Fisher Scientific), and DAPI (1:2000; DOJINDO), and sections were mounted with ProLong Glass Antifade Mountant (Thermo Fisher Scientific). Images were acquired using a confocal microscope (FV3000, Olympus). GFAP area was calculated by dividing the GFAP-positive area in the area of the white matter (corpus callosum and anterior commissure) or total area (striatum).

### RNA-seq

After 3 days of treatment with siRNA against primary microglia, RNA was isolated using TRIzol Reagent (Invitrogen). RNA quality was checked with an Agilent Bioanalyzer and RNA with an RNA integrity number > 8 were analyzed. Libraries were generated using Illumina standard Total RNA Prep and sequenced using Novaseq 6000 (Illumina) at a depth of 20 million 150 bp paired-end reads. Read counts and TPM were calculated with salmon (v.0.14.1) on the mm10 mouse genome reference and Tximport package (v1.14.2) on R (v3.6.3). Normalization was performed with the DESeq2 (v 1.26.0), and DEGs were defined by a false discovery rate (FDR) < 0.05 and fold-change > 1.5. PCA was conducted by scikit-learn module (v0.22.2. post1) on Python (v3.7.1). GO analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID, v.6.8)^55,56^.

### Quantitative RT-PCR

Six hours after LPS treatment, microglia RNA was extracted with TRIzol Reagent (Invitrogen) and cDNA was synthesized using High Capacity cDNA Reverse Transcription Kit (Applied biosystems). Quantitative RT-PCR was conducted with KAPA SYBR FAST qPCR Master Mix (Kapa Biosystems) or KAPA PROBE Fast qPCR kit (Kapa Biosystems). PCR reactions were analyzed with CFX Connect Real-time PCR Detection System (Bio-rad). Gene expressions were calculated by ΔΔCt method. Sequences of PCR primers are as follows: Chd8: 5′-cagaggaggagggtgaaaagaac-3 (forward) and 5′-gagttgtcagacgatgtgttacgc-3′ (reverse); Tsc2: 5′-aaagattccggcttgaaggag-3′ (forward) and 5′-gcattcaccactcagttctctc-3′ (reverse); Gapdh: 5′-aggtcggtgtgaacggatttg-3′ (forward) and 5′-tgtagaccatgtagttgaggtca-3′ (reverse); Actb: 5′-ggctgtattcccctccatcg-3′ (forward) and 5′-ccagttggtaacaatgccatgt-3′ (reverse). Probes used were as follows: Gapdh (Assay ID: Mm99999915_g1, ThermoFisher Scientific), Tnf (Assay ID: Mm00443258_m1, ThermoFisher Scientific), Spp1 (Assay ID: Mm00436767_m1, Thermo Fisher Scientific), Il1b (Assay ID: Mm00434228_m1, Thermo Fisher Scientific), and Igf1 (Assay ID:Mm00439560_m1, Thermo Fisher Scientific).

### Cell sorting of microglia

P12 mice were anesthetized by intraperitoneal administration of a cocktail of domitor (0.3 mg/kg), dormicum (4 mg/kg), and butorphanol (5 mg/kg). Mice were transcardially perfused with ice-cold PBS, and dissected brains were digested with collagenase D (1 mg/mL; Roche) containing 2.5 mM calcium chloride at 37 °C for 30 min. After trituration, digested tissues were resuspended with 30% percoll (GE Healthcare), and 70% percoll was layered underneath, followed by centrifugation at 2000 rpm for 30 min at room temperature. Cells were treated with APC conjugated anti-CD11b (1:200; Biolegend) and pacific blue conjugated anti-CD45 (1:200; Biolegend) on ice for 30 min. GFP^+^ CD11b^+^ CD45^mid^ microglia were sorted with cell sorter SH800 (Sony). Total RNA was purified from sorted microglia by Trizol Reagent (Thermo Fisher Scientific). Quantitative RT-PCR was conducted with Quant-X One-Step qRT-PCR TB green Kit (Takara) and CFX Connect Real-time PCR Detection System (Bio-rad). Sequences of PCR primers of Igf1 are as follows: 5′-gtgagccaaagacacaccca-3′ (forward) and 5′-acctctgattttccgagttgc-3′ (reverse).

### Statistics

The data are presented as mean ± standard error of the mean (SEM). Student’s *t*-tests, one-way analysis of variance (ANOVA) and Tukey–Kramer post-hoc tests, two-way ANOVA tests were performed with GraphPad Prism 7 (GraphPad). *p* < 0.05 was considered as significant.

## Supplementary Information

Supplementary Figure 1.

Supplementary Legends.

## Data Availability

RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE172014.

## References

[1] Abrahams BS, Geschwind DH (2008). Advances in autism genetics: On the threshold of a new neurobiology. Nat. Rev. Genet..

[2] Courchesne E (2011). Neuron number and size in prefrontal cortex of children with autism. JAMA J. Am. Med. Assoc..

[3] Hutsler JJ, Zhang H (2010). Increased dendritic spine densities on cortical projection neurons in autism spectrum disorders. Brain Res..

[4] Deoni SCL (2015). White-matter relaxation time and myelin water fraction differences in young adults with autism. Psychol. Med..

[5] Barnard RA, Pomaville MB, O’Roak BJ (2015). Mutations and modeling of the chromatin remodeler CHD8 define an emerging autism etiology. Front. Neurosci..

[6] Katayama Y (2016). CHD8 haploinsufficiency results in autistic-like phenotypes in mice. Nature.

[7] Hoffmann A, Spengler D (2021). Chromatin remodeler CHD8 in autism and brain development. J. Clin. Med..

[8] Marie C (2018). Oligodendrocyte precursor survival and differentiation requires chromatin remodeling by Chd7 and Chd8. Proc. Natl. Acad. Sci. U. S. A..

[9] Kawamura A (2020). Oligodendrocyte dysfunction due to Chd8 mutation gives rise to behavioral deficits in mice. Hum. Mol. Genet..

[10] Inoki K, Li Y, Xu T, Guan KL (2003). Rheb GTpase is a direct target of TSC2 GAP activity and regulates mTOR signaling. Genes Dev..

[11] Hooshmandi M, Wong C, Khoutorsky A (2020). Dysregulation of translational control signaling in autism spectrum disorders. Cell. Signal..

[12] Sato A (2012). Rapamycin reverses impaired social interaction in mouse models of tuberous sclerosis complex. Nat. Commun..

[13] Carson RP (2015). Hypomyelination following deletion of Tsc2 in oligodendrocyte precursors. Ann. Clin. Transl. Neurol..

[14] Bohlen CJ, Friedman BA, Dejanovic B, Sheng M (2019). Microglia in brain development, homeostasis, and neurodegeneration. Annu. Rev. Genet..

[15] Shigemoto-Mogami Y, Hoshikawa K, Goldman JE, Sekino Y, Sato K (2014). Microglia enhance neurogenesis and oligodendrogenesis in the early postnatal subventricular zone. J. Neurosci..

[16] Wlodarczyk A (2017). A novel microglial subset plays a key role in myelinogenesis in developing brain. EMBO J..

[17] Cunningham CL, Martínez-Cerdeño V, Noctor SC (2013). Microglia regulate the number of neural precursor cells in the developing cerebral cortex. J. Neurosci..

[18] Arnò B (2014). Neural progenitor cells orchestrate microglia migration and positioning into the developing cortex. Nat. Commun..

[19] Nemes-Baran AD, White DR, DeSilva TM (2020). Fractalkine-dependent microglial pruning of viable oligodendrocyte progenitor cells regulates myelination. Cell Rep..

[20] Hughes AN, Appel B (2020). Microglia phagocytose myelin sheaths to modify developmental myelination. Nat. Neurosci..

[21] Liu Y, Aguzzi A (2020). NG2 glia are required for maintaining microglia homeostatic state. Glia.

[22] Kirby L (2019). Oligodendrocyte precursor cells present antigen and are cytotoxic targets in inflammatory demyelination. Nat. Commun..

[23] Domingues HS, Portugal CC, Socodato R, Relvas JB (2016). Oligodendrocyte, astrocyte, and microglia crosstalk in myelin development, damage, and repair. Front. Cell Dev. Biol..

[24] Kim HJ (2017). Deficient autophagy in microglia impairs synaptic pruning and causes social behavioral defects. Mol. Psychiatry.

[25] Xu ZX (2020). Elevated protein synthesis in microglia causes autism-like synaptic and behavioral aberrations. Nat. Commun..

[26] Kumar H, Sharma B (2016). Minocycline ameliorates prenatal valproic acid induced autistic behaviour, biochemistry and blood brain barrier impairments in rats. Brain Res..

[27] Zhao C (2018). Dual requirement of CHD8 for chromatin landscape establishment and histone methyltransferase recruitment to promote CNS myelination and repair. Dev. Cell.

[28] Chen Shang Y, Zhong Chong Z, Wang S, Maiese K (2013). Tuberous sclerosis protein 2 (TSC2) modulates CCN4 cytoprotection during apoptotic amyloid toxicity in microglia. Curr. Neurovasc. Res..

[29] Marinelli C (2015). Ligand engagement of Toll-like receptors regulates their expression in cortical microglia and astrocytes. J. Neuroinflamm..

[30] Paolicelli RC (2011). Synaptic pruning by microglia is necessary for normal brain development. Science (80-)..

[31] Richardson WD, Kessaris N, Pringle N (2006). Oligodendrocyte wars. Nat. Rev. Neurosci..

[32] Goldman SA, Kuypers NJ (2015). How to make an oligodendrocyte. Development.

[33] Moore L, Bain JM, Loh JM, Levison SW (2014). PDGF-responsive progenitors persist in the subventricular zone across the lifespan. ASN Neuro.

[34] Mayoral SR, Chan JR (2016). The environment rules: Spatiotemporal regulation of oligodendrocyte differentiation. Curr. Opin. Neurobiol..

[35] Wang K (2021). Central nervous system diseases related to pathological microglial phagocytosis. CNS Neurosci. Ther..

[36] Rosario AM (2016). Microglia-specific targeting by novel capsid-modified AAV6 vectors. Mol. Ther. Methods Clin. Dev..

[37] Bin JM, Harris SN, Kennedy TE (2016). The oligodendrocyte-specific antibody ‘CC1’ binds Quaking 7. J. Neurochem..

[38] Zhan Y (2014). Deficient neuron-microglia signaling results in impaired functional brain connectivity and social behavior. Nat. Neurosci..

[39] Kopec AM, Smith CJ, Ayre NR, Sweat SC, Bilbo SD (2018). Microglial dopamine receptor elimination defines sex-specific nucleus accumbens development and social behavior in adolescent rats. Nat. Commun..

[40] Palacios N, Sánchez-Franco F, Fernández M, Sánchez I, Cacicedo L (2005). Intracellular events mediating insulin-like growth factor I-induced oligodendrocyte development: Modulation by cyclic AMP. J. Neurochem..

[41] Oberbauer AM (2013). The regulation of IGF-1 gene transcription and splicing during development and aging. Front. Endocrinol. (Lausanne)..

[42] Tang Y (2015). CCAAT-enhancer binding protein (C/EBP) β regulates insulin-like growth factor (IGF) 1 expression in porcine liver during prenatal and postnatal development. Mol. Cell. Biochem..

[43] Kita Y (2018). The autism-related protein CHD8 cooperates with C/EBPβ to regulate adipogenesis. Cell Rep..

[44] Yang T (2016). TSC1 controls IL-1β expression in macrophages via mTORC1-dependent C/EBPβ pathway. Cell. Mol. Immunol..

[45] Zhao X (2018). Noninflammatory changes of microglia are sufficient to cause epilepsy. Cell Rep..

[46] Zhao XF (2020). Microglial mTOR is neuronal protective and antiepileptogenic in the pilocarpine model of temporal lobe epilepsy. J. Neurosci..

[47] Tang G (2014). Loss of mTOR-dependent macroautophagy causes autistic-like synaptic pruning deficits. Neuron.

[48] Thien A (2015). TSC1 activates TGF-β-Smad2/3 signaling in growth arrest and epithelial-to-mesenchymal transition. Dev. Cell.

[49] Tichauer JE (2014). Age-dependent changes on TGFβ1 Smad3 pathway modify the pattern of microglial cell activation. Brain. Behav. Immun..

[50] Szepesi Z, Manouchehrian O, Bachiller S, Deierborg T (2018). Bidirectional microglia–neuron communication in health and disease. Front. Cell. Neurosci..

[51] Thrash JC, Torbett BE, Carson MJ (2009). Developmental regulation of TREM2 and DAP12 expression in the murine CNS: Implications for nasu-hakola disease. Neurochem. Res..

[52] Phan BDN (2020). A myelin-related transcriptomic profile is shared by Pitt-Hopkins syndrome models and human autism spectrum disorder. Nat. Neurosci..

[53] Castelijns B (2020). Hominin-specific regulatory elements selectively emerged in oligodendrocytes and are disrupted in autism patients. Nat. Commun..

[54] Ito M (2021). Age-dependent decline in remyelination capacity is mediated by apelin–APJ signaling. Nat. Aging.

[55] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc..

[56] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: Paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res..

# Supplementary material for: Microglial ASD-related genes are involved in oligodendrocyte differentiation
**Source:** Sci Rep. 2021 Sep 8;11:17825. doi: 10.1038/s41598-021-97257-9
**Supplement:** Supplementary file 2 — Supplementary Legends.

**Supplementary Figure 1. Chd8 or Tsc2 deficiency in microglia did not affect oligodendrocyte survival in vivo.** (a) Immunohistochemistry for Olig2 (red) and Cleaved Caspase-3 (cyan) in the P12 brain infected with mutated AAV6 encoding scramble, Chd8 or Tsc2 shRNA under CD68 promoter. Scale bar: 100 μm. (b) Graph showing the number of Olig2^+^ cells in the corpus callosum of scramble, Chd8 and Tsc2 shRNA-treated brain (Scramble shRNA: n = 4; Chd8 shRNA: n = 4; Tsc2 shRNA: n = 4, biologically independent experiments, F (2, 9) = 1.806, df = 9, *p* = 0.0611 for main effect of group, assessed by one-way ANOVA).

How the deposited data were processed for this re-analysis (not part of the article)

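RNA-seq was available for 9 libraries of primary mouse microglia, 3 each treated with control siRNA, Chd8 siRNA, and Tsc2 siRNA. The authors quantified the reads with salmon 0.14.1 on the mm10 reference and tximport 1.14.2 in R 3.6.3, and deposited estimated counts per transcript, one column per library, without normalization or pooling. The release of the transcript annotation is not named in the methods. The methods give DESeq2 1.26.0 for normalization, an FDR of 0.05 and a fold change of 1.5 for DEGs. Between 26.8% and 32.1% of the values in a library were not whole numbers, as estimated counts need not be. Each column was matched to a sample by its name in the sample descriptions, and samples were grouped by the siRNA named there.

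The estimated counts were rounded to whole numbers. Total counts per library ranged from 16913448 to 33213801, so that 3 counts, the smallest number taken as detected, were between 0.0903 and 0.177 CPM. These floors cover counting error only. Of 140948 transcripts, 139852 were matched to genes with GENCODE mouse release 21, and the 1096 unmatched transcripts held 0.27% of all counts. Unmatched transcripts were kept in tests of transcripts and left out of tests of genes. The analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, and limma 3.58.1, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.

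DEGs were tested with edgeR's quasi-likelihood test after filterByExpr and TMM normalization, with all 9 libraries in one fit and the siRNA as the only factor, and p-values were adjusted by the Benjamini-Hochberg method. A transcript or gene was called at an FDR of 0.05 with a fold change of 1.5. Genes were tested in the same way after the counts of their transcripts were summed. Single genes were also compared with a two-sided exact permutation test on log2 CPM with a pseudocount of 0.5, which cannot go below p = 0.1 with 3 libraries against 3. PCA used log2 CPM with a prior count of 2, and the variance between libraries was tested with a pseudo-F over 280 arrangements. Gene sets were tested with limma's camera with an inter-gene correlation of 0.01. The pairing used for the replicate block comes from the replicate numbers in the sample descriptions; the paper's text does not say whether libraries with one number came from one culture.

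The genes named are the 21 genes that the paper names and, for each knockdown, the 5 higher and 5 lower called genes with the lowest p among those whose groups did not overlap. No transcript was called in the edgeR fit, so this rule, written for called features, was applied to the genes called with the replicate block, a fit chosen after the data were seen. Other names are marked as chosen after their values were seen. The alternatives were other normalizations and count filters, DESeq2's Wald test, limma-voom, edgeR's likelihood-ratio test, fits of 2 groups only, the replicate block, no fold-change threshold, counts summed to genes, and each library left out in turn.

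The tests were tried on simulated data with 200 changed features at a log2 change of 2, drawn from the means and dispersions of the real libraries. Among 41633 transcripts, edgeR's quasi-likelihood test recovered 8 with 0 false calls, limma-voom 10 with 0, edgeR's likelihood-ratio test 46 with 113, and DESeq2 67 with 191. These simulated transcripts had passed filterByExpr and were fitted with 9 libraries. The real DESeq2 fits used every transcript with any count, so the simulation does not match them in this. Among 16273 genes, the quasi-likelihood test recovered 92 with 5 false calls. With a simulated replicate effect it recovered 47 genes without the block and 143 with the block, with 0 and 4 false calls. GO terms were not analysed here, because no table of GO terms was used.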

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

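Of the tests in this part, the one for a mislabelled library was chosen only after its result was seen, and the fit of genes with the replicate block was itself chosen after the other fits were seen.

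With counts summed to genes and the replicate number as a block, edgeR called 87 genes between Chd8 siRNA and control siRNA, 63 between Tsc2 siRNA and control siRNA, and 36 between Chd8 siRNA and Tsc2 siRNA.  These counts come from a combination that was not among the alternatives set at the start, and over all settings that were run the counts against control siRNA went from 0 to 3089 for Chd8 siRNA and from 0 to 3165 for Tsc2 siRNA. Without the block, 0 genes were called in each of the 3 comparisons, with 622, 425, and 504 at an unadjusted p under 0.05. Of the called genes, 81 of 87 and 61 of 63 were also called by DESeq2 with the same block, which called 401 and 376 genes in total.

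Several technical explanations were tested. After each library's trend with GC content was removed, 84 of the 87 and 62 of the 63 genes were still called, and after its trend with transcript length 84 and 59 were still called. With every library thinned to the smallest total, 89 and 67 genes were called, 80 and 54 of them in common with the full libraries. Without the genes of the 10 transcripts with the most counts, 87 and 71 were called, 85 and 63 of them in common. The marker sets of astrocytes and of the oligodendrocyte lineage did not pass the threshold in either knockdown with the block (lowest adjusted p = 0.0908 in both, for astrocyte markers, whose median log2 fold changes were −0.32 and −0.42 with 3 of 11 genes higher in each); a smaller share of astrocyte RNA in the knockdown libraries is therefore not excluded. All 3 knockdown libraries of each group had the targeted gene below all 3 control libraries, but the margins were small for some of them, so a mislabelled library is not excluded by this test. Reads shared between similar genes were not tested, and H2-Q6 is one gene for which this applies.

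The libraries of each comparison can be split in 4 ways that part all same-numbered pairs. The real split was the only one of the 4 to give as many genes in each comparison, that is 1 of 4 for Chd8 siRNA, 1 of 4 for Tsc2 siRNA, and 1 of 4 between the knockdowns. The other 3 splits gave 0 genes for Chd8 siRNA, 0 to 1 for Tsc2 siRNA, and 0 between the knockdowns. With 4 splits the share cannot go below 0.25, so this test alone cannot decide whether the patterns are a chance arrangement of the libraries. In simulated data with a replicate effect the same fit made 4 false calls beside 143 correct ones, and 0 calls in a group without changes. A candidate explanation is an effect of the siRNAs on these genes that the variation between replicate numbers hides when the block is left out, since the biological coefficient of variation between genes was 0.408 without the block and 0.234 with it and edgeR called 87 and 63 genes with the block and 0 without it. DESeq2 on summed genes called 8 and 4 genes without a block. Effects of a siRNA on genes other than its target cannot be told apart from effects of Chd8 or Tsc2, because each group has a single siRNA treatment.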

How the results depend on the processing

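The tests chosen only after results were seen are the combinations of the replicate block with summed genes, DESeq2, or an estimated correlation, all alternatives for the comparison of the knockdowns, for the genes called with the block, and for NRF2 targets, the named genes with both the block and a library left out, and the libraries left out in turn for the shared DEGs, the PCA, and the gene sets. All other alternatives were set before the data were examined. So was the replicate block for the single genes that the paper names, which were tested as summed genes from the start.

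The number of called transcripts depended on the test. Against 0 in edgeR's quasi-likelihood test, DESeq2's Wald test called 204 (Chd8 siRNA) and 166 (Tsc2 siRNA) with all 9 libraries and 171 and 147 with the 6 libraries compared, and edgeR's likelihood-ratio test 169 and 129. Without a count filter edgeR called 3 for Chd8 siRNA, and DESeq2 on summed genes called 8 and 4. With the replicate block, edgeR called 0 transcripts in both (2252 and 1865 at an unadjusted p under 0.05), and it called 87 and 63 summed genes (added); DESeq2 with the block called 3089 and 3165 transcripts and 401 and 376 genes (added). The other alternatives gave 0. Without one library in turn, 0 to 1 transcripts were called for Chd8 siRNA and 0 for Tsc2 siRNA. Between the knockdowns the count was 0, with 214 in DESeq2, 36 genes with the block, 0 transcripts with the block, and 0 to 1 with one library left out. Shared transcripts numbered 0, with 64 in DESeq2 and 15 genes with the block, and 0 without each library. In simulated transcripts the false calls were 191 for DESeq2, 113 for the likelihood-ratio test, and 0 for the quasi-likelihood test. In the real libraries DESeq2 was run without filterByExpr, so its filter differs along with the test. Other causes of these differences were not tested.

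The counts of genes with the block were 0 without it in all 3 comparisons (622, 425, and 504 at an unadjusted p under 0.05). With no fold-change threshold they were 169, 104, and 61, in DESeq2 with the block 401, 376, and 394, and with one library left out 20 to 81, 7 to 131, and 4 to 130. The 20 genes named from these lists lost their call without the block, kept it in DESeq2 with the block, and lost it in 33 of 120 fits that left out one library, with no change of sign.

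For the PCA, the pseudo-F of the siRNA was 0.935, and 0.916 to 1.01 with one library left out. With the replicate block it was 1.58, and 1.82 for genes with the block (added), both with an exact permutation p of 0.0278. The values with the block do not allow for the degrees of freedom that the block uses, so their size cannot be compared with 0.935. The other alternatives of the PCA did not pass the threshold. Of 20 set comparisons, 1 passed, against 3 with the replicate block, 4 with library size only, 0 with the correlation estimated per set, 0 with this and the block (added), and 0 to 6 with one library left out. NRF2 targets were lower as a set in every alternative.

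Chd8 in Chd8 siRNA was called only with the replicate block (log2 fold change −0.93). This call was lost in 3 of the 6 fits with the block that each left out a library. In the fits without the block, its value was −1.32 to −0.64 without each library. For Tsc2 in Tsc2 siRNA, −0.53 to −0.25 was the range and no alternative at gene level called it. Igf1 ranged from −0.10 to 0.20 in Chd8 siRNA and from −0.12 to 0.15 in Tsc2 siRNA, and no alternative fixed beforehand called it. The groups of engulfment genes, recognition genes, and Igf1 regulators had 0 calls in every alternative run for them; with library size only, the signs of Becn1 (−0.0127) and Msr1 (−0.0161) in Chd8 siRNA changed. Among the other named genes, 0 were called and 1 with the replicate block, Spp1 in Tsc2 siRNA, and the sign of Tnf in Chd8 siRNA changed with library size only (−0.0308). With only the transcript of the highest mean count, signs changed for Tsc2 (0.0217) and Cebpg (0.0055) in Chd8 siRNA and for Becn1 (−0.29), Cd36 (0.0425), Trem2 (−0.0161), and Tsc1 (−0.31) in Tsc2 siRNA. Signs were compared after rounding to 2 decimals, so that no change was counted for results at 0.00, which are Tsc1 in Chd8 siRNA (−2.09 with the transcript of the highest mean count) and Chd8, Igf1, and Cebpg in Tsc2 siRNA. Counted in this way, 256 of 266 values were unchanged in sign and in side of the threshold.

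With one library left out, 53 of 228 values changed sign by the same rule, in 25 results; results at 0.00 also crossed 0, from −0.1351 to 0.1181 for Tsc1 in Chd8 siRNA and, in Tsc2 siRNA, from −0.1073 to 0.114 for Chd8 and from −0.2166 to 0.1678 for Cebpg. In Chd8 siRNA the ranges were −0.27 to 0.66 for Itgam, −0.0154 to 0.0655 for Becn1, −0.0416 to 0.28 for Itgb2, −0.15 to 0.61 for Mfge8, −0.24 to 0.20 for Msr1, −0.20 to 0.35 for Trem2, −0.33 to 0.27 for Cebpb, −0.30 to 0.0803 for Cebpg, −0.22 to 0.23 for Irf8, −0.41 to 0.13 for Jun, −0.69 to 0.79 for Tnf, −0.17 to 0.28 for Il1b, −0.62 to 0.15 for Spp1. In Tsc2 siRNA they were −0.17 to 0.64 for Itgam, −0.17 to 0.0811 for Itgb2, −0.67 to 0.0869 for Mfge8, −0.11 to 0.24 for Msr1, −0.25 to 0.10 for Cd36, −0.25 to 0.30 for Trem2, −0.30 to 0.28 for Cebpb, −0.23 to 0.21 for Irf8, −0.41 to 0.20 for Jun, −0.69 to 0.73 for Tnf, −0.10 to 0.50 for Il1b, −0.038 to 0.27 for Actb. None of these values was past the threshold. These fits had no replicate block, so that leaving out a library unbalances the replicate numbers; with the block (added), 35 of 228 values changed sign against the full fit with the block, in 21 results, so this accounts for a part of the changes at most.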

Differences from the paper's values

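The paper reports 89 higher and 83 lower genes, 172 in all, for Chd8 siRNA, and edgeR's quasi-likelihood test called 0 higher and 0 lower transcripts, 0 in all (1384 at an unadjusted p under 0.05). Of the 20 alternatives set before the data were examined, 3 gave values within 1.5 times the paper's for the total and for each direction. DESeq2's Wald test, the tool that the methods name, called 93 higher and 111 lower transcripts (204) with all 9 libraries and 82 higher and 89 lower (171) with the 6 libraries compared, and edgeR's likelihood-ratio test called 67 higher and 102 lower (169). The other 17 gave between 0 and 8 and did not close the gap.

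For Tsc2 siRNA the paper reports 69 higher and 82 lower genes, 151 in all, against 0, 0, and 0 (1177 at an unadjusted p under 0.05). The same 3 alternatives were within 1.5 times the paper's values. DESeq2 called 81 higher and 85 lower (166) with all 9 libraries and 64 higher and 83 lower (147) with 6, and the likelihood-ratio test called 61 higher and 68 lower (129). The other 17 gave between 0 and 4. The fits with the replicate block that were chosen after seeing the values gave 87 genes (40 higher, 47 lower), 401 genes, and 3089 transcripts for Chd8 siRNA, and 63 genes (31 higher, 32 lower), 376 genes, and 3165 transcripts for Tsc2 siRNA, none of which is within 1.5 times the paper's totals.

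The paper shows the control siRNA, Chd8 siRNA, and Tsc2 siRNA libraries as separate groups in the PCA plot of Fig. 5a, with about 19% and about 15% of the variance on its axes, read by eye. Here the components held 17.3% and 15.5%, the libraries did not separate by siRNA (pseudo-F 0.935, exact permutation p = 0.761), and the libraries with replicate number 1 lay apart from the rest. With the replicate means removed as a block, an alternative set before the data were examined, the siRNA passed the threshold (pseudo-F 1.58, p = 0.0278, the smallest that this permutation test allows), as it did for genes with the block, chosen after seeing the values (pseudo-F 1.82). These pseudo-F values do not allow for the degrees of freedom that the block uses and cannot be compared with 0.935. The permutation p is not affected.

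The paper states that Igf1 was lower in both knockdowns. It also reports lower Igf1 by quantitative RT-PCR, in primary microglia after LPS treatment for 6 h and in microglia sorted from shRNA-treated mice. Those experiments are other than these libraries and were not re-analysed. In these libraries the log2 fold change of Igf1 was 0.05 in Chd8 siRNA and 0.00 in Tsc2 siRNA. Over the alternatives set before the data were examined, the values with all libraries lay between 0.01 and 0.18 in Chd8 siRNA and between −0.01 and 0.01 in Tsc2 siRNA, none of them called, and with one library left out the lowest values were −0.10 and −0.12. In DESeq2 with the replicate block, chosen after seeing the values, a transcript of the gene was called lower in Chd8 siRNA (log2 fold change −19.9, DESeq2 adjusted p = 5.75e-05); it had 23 counts in control siRNA library 3, 33 in Tsc2 siRNA library 1, and 0 in the other libraries.

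The paper states that Chd8 and Tsc2 were lower in their own knockdowns. It also reports this by quantitative RT-PCR after siRNA and shRNA treatment, in experiments other than these libraries. The directions here were the same, and neither gene was called in edgeR's fit without the block. With the replicate block, Chd8 was called in Chd8 siRNA (log2 fold change −0.93, edgeR adjusted p = 0.00777). This fit was set before the data were examined for the single genes that the paper names. Its use for counting called genes was chosen after the values were seen. Over the alternatives the adjusted p went from 0.00777 to 1. The call was lost in 3 of the 6 fits with the block that each left out a library. Tsc2 was not called in any fit at gene level. DESeq2 with the block on transcripts, chosen after seeing the values, called a transcript of Chd8 in Chd8 siRNA (log2 fold change −3.72, DESeq2 adjusted p = 0.00219) and one of Tsc2 in both knockdowns (DESeq2 adjusted p = 0.00062 and 0.000349), with 5 counts in control siRNA library 3 and 0 in the other libraries.

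The paper finds no difference between the groups for Cd36. In DESeq2 with the block, chosen after seeing the values, a transcript of Cd36 was called higher in Chd8 siRNA (log2 fold change 0.67, DESeq2 adjusted p = 0.000699). That fit also called a Spp1 transcript lower in Chd8 siRNA (log2 fold change −1.01). In Tsc2 siRNA it called Spp1 transcripts (−0.74, −5.22, and −0.94) and a Gapdh transcript (−0.64) lower. The paper reports Spp1 and Gapdh as unaffected in quantitative RT-PCR, an experiment other than these libraries.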

Other observations

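The tests chosen only after their results were seen are those of counts moving between transcripts (DESeq2's calls and an Igf1 transcript), of library depth by replicate number, of the shared control libraries for the 4 oxidative stress genes, and of the splits for edgeR's transcripts against control siRNA and for the gene sets with the replicate block.

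The transcripts called by DESeq2 with the 6 libraries compared were examined further. In Chd8 siRNA 87.6% and in Tsc2 siRNA 89.0% of the called transcripts of genes with other transcripts had a gene total that changed by less than 1.5-fold. Estimated counts that move between transcripts of one gene would give this, but so would a transcript that holds a small share of its gene, and a gain in the other transcripts was not tested, so this explanation cannot be decided. Of the 4 splits of the libraries that part all same-numbered pairs, 1 gave as many calls as the 171 of Chd8 siRNA and 2 as many as the 147 of Tsc2 siRNA, the real splits included. The other 3 splits gave 134 to 147 and 125 to 159 transcripts, and the 6 splits that part 1 pair, which set replicate numbers against each other, gave 152 to 402 and 110 to 505. These calls cannot be told apart from a chance arrangement of the libraries. In simulated data DESeq2 made 191 false calls beside 67 correct ones among 41633 transcripts, which, unlike those here, were filtered first and fitted with 9 libraries. With the replicate block DESeq2 called 3089 and 3165 transcripts, and 1 of 4 splits gave as many in each comparison, but the other splits gave 2754 to 3022 and 2775 to 3073. Of these transcripts, 2484 and 2580 had more than 3 counts in at most 1 of the 6 libraries, against 19 of 171 and 13 of 147 without the block.

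For edgeR's test of transcripts, 4 of 4 splits gave as many calls as the real one in Chd8 siRNA, 4 of 4 in Tsc2 siRNA, and 4 of 4 between the knockdowns, since the real splits gave 0 (1384, 1177, and 1357 at an unadjusted p under 0.05).

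The fold changes of the knockdowns with the replicate block correlated across genes with r = 0.492 when both were taken against control siRNA. The shared control libraries account for a correlation of this size, because r was 0.516 with Chd8 siRNA and 0.492 with Tsc2 siRNA as the common reference, so it gives no evidence of a response that both knockdowns share.

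The libraries differed by replicate number more than by siRNA. Library depth was not shown to be a source or excluded as one. Total counts were lowest for replicate number 2 in every siRNA group (exact permutation p = 0.107 between replicate numbers), whereas the first principal component of transcripts set replicate number 1 apart. Astrocyte RNA is a candidate source, because the mean CPM of astrocyte markers were 16.6, 31.9, and 88.3 for replicate numbers 1, 2, and 3, a 5.33-fold range, but this explanation cannot be decided, since the order did not follow the first principal component of transcripts (mean scores 131, −67.5, and −63.2) and did follow that of genes and of 2 other PCA settings. Tnf also rose with the replicate number in every siRNA group, from 1829 to 10640 normalized CPM in control siRNA libraries 1 to 3. The methods describe each biological replicate as a culture from its own mouse brain. They do not say whether libraries with the same number share a culture. No biological explanation was tested.

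Of 10 gene sets written before the tests, 20 comparisons with control siRNA were made with camera. Interferon response genes were higher in Chd8 siRNA (median log2 fold change 0.18, 17 of 17 genes higher, adjusted p = 0.00271), and 1 of 4 splits gave as many sets. In Tsc2 siRNA 0 sets passed and 4 of 4 splits gave as many. With the replicate block 1 set passed in Chd8 siRNA (2 of 4 splits gave as many) and 2 in Tsc2 siRNA (3 of 4 splits). For interferon response genes in Chd8 siRNA the adjusted p was 8.21e-08 with the block, 0.998 when the correlation between genes was estimated, and 0.0635 with both. The sets that passed in Tsc2 siRNA with the block were interferon response genes (14 of 17 higher, adjusted p = 0.000855) and microglia markers (adjusted p = 0.00298). Sets for mTORC1 outputs, p53 targets, and pro-inflammatory genes did not pass with or without the block. The interferon pattern may be chance or shared regulation within the set, since 0 comparisons passed with the estimated correlation.

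Slc7a11, Srxn1, Hmox1, and Gclm, targets of the oxidative stress regulator NRF2, were noticed among the genes with lower counts in both knockdowns. A hypothesis of lower NRF2 target expression was tested on 22 other targets, listed before the set was tested. With the replicate block their median log2 fold change was −0.23 in Chd8 siRNA (19 of 22 lower, camera adjusted p = 6.5e-08) and −0.26 in Tsc2 siRNA (18 of 22 lower, camera adjusted p = 7.01e-07). Without the block the adjusted p-values were 0.000115 and 0.000504, and with the estimated correlation 0.0222 in both with the block and 0.0437 in both without it. In each knockdown 1 of 4 splits gave a p as small, that is 1 of 4 in Chd8 siRNA and 1 of 4 in Tsc2 siRNA, and the other 3 splits gave unadjusted p-values of 0.761, 0.0369, and 0.00073 in Chd8 siRNA and 0.62, 0.0702, and 0.00267 in Tsc2 siRNA, so that splits that mix the siRNAs can also give small p-values. For each of the 4 genes the control library was above both knockdown libraries at 3 of 3 replicate numbers, as follows from how they were chosen, so higher expression in the shared control libraries cannot be told apart from an effect of each siRNA. A smaller share of astrocyte RNA in the knockdown libraries was not tested for these genes. Astrocyte markers together had 130 CPM in control siRNA library 3, against 68 in Chd8 siRNA library 3 and 66.8 in Tsc2 siRNA library 3. In the same order they had 18.4, 16.0, and 15.3 CPM at replicate number 1 and 32.6, 28.5, and 34.8 at number 2. Lower NRF2 target expression after either siRNA may be worth a test with other control libraries; it remains a hypothesis.

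One Igf1 transcript was lower in both knockdowns while Igf1 was not. If counts had moved between transcripts, the other Igf1 transcripts would gain what it lost, which a test on these libraries is too coarse to show. It fell by 2.66 CPM in Chd8 siRNA, where the others gained 21.6, and fell by 1.95 in Tsc2 siRNA, where they gained 1.04. The gain was thus at least as large in 1 of the knockdowns. These amounts are smaller than the SD of Igf1 between control libraries (75.7 CPM), which includes differences between replicate numbers. With the replicate block, the log2 fold changes of Igf1 (0.05 and 0.01) were also smaller than their standard errors (0.07 each). The amounts therefore cannot decide the explanation.

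Quantitative RT-PCR in the paper, an experiment other than these libraries, measured Tnf, Il1b, and Spp1 after LPS treatment for 6 h and Gapdh without LPS. Here Tnf had 5832 ± 4460 CPM (SD, n = 3) in control siRNA, with log2 fold changes of 0.02 and −0.03, and Il1b had 2537 ± 815 (SD, n = 3), with 0.06 and 0.17. The spread of Tnf followed the replicate number, with 1829, 5029, and 10640 CPM in control siRNA libraries 1 to 3. In the same order it had 1795, 5431, and 10563 CPM in Chd8 siRNA and 1255, 5982, and 9842 in Tsc2 siRNA. Spp1 had 2880 ± 1398 (SD, n = 3) in control siRNA and 1782 ± 1098 (SD, n = 3) in Tsc2 siRNA, a log2 fold change of −0.69 (edgeR adjusted p = 1.00) and −0.76 with the replicate block (edgeR adjusted p = 0.00153), lower at 3 of 3 replicate numbers. Over its alternatives the adjusted p of Spp1 in Tsc2 siRNA went from 0.00153 to 1. Gapdh had log2 fold changes of −0.14 and −0.11.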
